# Transient Polycomb activity represses developmental genes in growing oocytes

**DOI:** 10.1186/s13148-022-01400-w

**Published:** 2022-12-21

**Authors:** Ellen G. Jarred, Zhipeng Qu, Tesha Tsai, Ruby Oberin, Sigrid Petautschnig, Heidi Bildsoe, Stephen Pederson, Qing-hua Zhang, Jessica M. Stringer, John Carroll, David K. Gardner, Maarten Van den Buuse, Natalie A. Sims, William T. Gibson, David L. Adelson, Patrick S. Western

**Keywords:** Polycomb, Oocyte, Programming, Epigenetic, H3K27me3, Inheritance

## Abstract

**Background:**

Non-genetic disease inheritance and offspring phenotype are substantially influenced by germline epigenetic programming, including genomic imprinting. Loss of Polycomb Repressive Complex 2 (PRC2) function in oocytes causes non-genetically inherited effects on offspring, including embryonic growth restriction followed by post-natal offspring overgrowth. While PRC2-dependent non-canonical imprinting is likely to contribute, less is known about germline epigenetic programming of non-imprinted genes during oocyte growth. In addition, de novo germline mutations in genes encoding PRC2 lead to overgrowth syndromes in human patients, but the extent to which PRC2 activity is conserved in human oocytes is poorly understood.

**Results:**

In this study, we identify a discrete period of early oocyte growth during which PRC2 is expressed in mouse growing oocytes. Deletion of *Eed* during this window led to the de-repression of 343 genes. A high proportion of these were developmental regulators, and the vast majority were not imprinted genes. Many of the de-repressed genes were also marked by the PRC2-dependent epigenetic modification histone 3 lysine 27 trimethylation (H3K27me3) in primary–secondary mouse oocytes, at a time concurrent with PRC2 expression. In addition, we found H3K27me3 was also enriched on many of these genes by the germinal vesicle (GV) stage in human oocytes, strongly indicating that this PRC2 function is conserved in the human germline. However, while the 343 genes were de-repressed in mouse oocytes lacking EED, they were not de-repressed in pre-implantation embryos and lost H3K27me3 during pre-implantation development. This implies that H3K27me3 is a transient feature that represses a wide range of genes in oocytes.

**Conclusions:**

Together, these data indicate that EED has spatially and temporally distinct functions in the female germline to repress a wide range of developmentally important genes and that this activity is conserved in the mouse and human germlines.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-022-01400-w.

## Background

Epigenetic modifications, including DNA methylation and histone modifications, regulate chromatin packaging and underlie long-term cell-specific gene transcription patterns. Amongst other chromatin regulatory functions, many of these modifications are essential for cell differentiation and provide mechanisms for maintaining lineage-specific identity and cell functions throughout the life of an organism. Conversely, dysregulation of epigenetic modifications contributes to a wide range of diseases and syndromes, including congenital anomalies, cancer, diabetes and behavioural conditions [1–4].

The maternal and paternal genomes transmit genetic and epigenetic information to offspring at fertilisation. While oocyte and sperm chromatin are respectively organised in distinct histone and protamine-mediated structures, the vast majority of maternal and paternal alleles achieve epigenetic equivalence within a short period after fertilisation, a process that relies partly on proteins and RNAs that are maternally inherited in the oocyte. However, some genes maintain parent-specific epigenetic patterns that were established during sperm and oocyte development. In mice and humans, these genes include around 120 imprinted genes that are typically marked either by maternal or paternal DNA methylation, an epigenetic state that is transmitted to, and maintained in offspring and is essential for parent-of-origin specific gene regulation during development [5–8]. While genomic imprinting provides an unequivocal example of epigenetic inheritance, evidence for other epigenetically inherited states that may affect biallelically expressed genes is rare and the mechanisms underlying such inheritance are poorly understood [5]. Given the potential for epigenetic states to influence offspring development, identifying the specific chromatin-modifying complexes that epigenetically regulate developmental genes and may influence the establishment of an appropriate epigenetic landscape in oocytes would enhance understanding of the mechanisms underlying inherited phenotypes and disease, and of how these mechanisms may contribute to evolution.

Histone 3 lysine 27 trimethylation (H3K27me3) is a critical epigenetic modification catalysed by the Polycomb Repressive Complex 2 (PRC2). PRC2 contains three essential core protein subunits: Suppressor of Zeste 12 (SUZ12), Embryonic Ectoderm Development (EED) and Enhancer of Zeste 1/2 (EZH1/2), all of which are required for histone methyltransferase activity [9–12]. While EZH2 can function in PRC2-independent roles, EED is only known to mediate the methylation of H3K27 as an essential component of PRC2 [13–19]. Specific examples include an essential role for EED in repressing a wide range of developmentally important genes in embryonic stem cells (ESCs) through its essential role in establishing H3K27me3 [12, 20]. While EZH2 also plays a major role in the repression of the same genes, the closely related protein EZH1 acts in a partially redundant manner and contributes both to H3K27me3 enrichment and gene repression [12]. In other contexts, EZH2 can directly methylate non-histone target proteins such as PLZF in B lymphocytes of the immune system, and GATA4 in mouse foetal cardiomyocytes in vivo [13, 17].

PRC2 also plays important roles in sperm and oocytes, and throughout development. De novo germline mutations in human *EED, EZH2* and *SUZ12* underlie Cohen-Gibson, Weaver and Imagawa-Matsumoto syndromes which are characterised by perinatal overgrowth, skeletal malformation and cognitive deficit [21–30]. Multiple studies in mice indicate that EZH2 and EED act as maternal factor proteins and/or mRNA that is required in mature oocytes to regulate the establishment and maintenance of X-inactivation in pre-implantation embryos [31–34]. In addition, PRC2 regulates DNA methylation-independent non-canonical imprinting in mouse oocytes, a process that involves H3K27me3-dependent programming and paternally biased expression of up to 20 genes in pre-implantation embryos and five genes in extraembryonic ectoderm and placenta until embryonic day (E)9.5 [8, 35]. Maternal deletion of *Eed* resulted in the loss of H3K27me3 imprints, biallelic expression of H3K27me3-imprinted genes in pre-implantation embryos and extraembryonic ectoderm, transient ectopic X-inactivation, and male-biased embryo loss [33, 34]. Moreover, mouse offspring generated by somatic cell nuclear transfer (SCNT) are typically born large as a result of placental hyperplasia, a phenotype that is caused by loss of H3K27me3 imprinting primarily of *Slc38a4* and *Sfmbt2-*embedded micro-RNAs specifically in the placenta [36–38]. Although H3K27me3 imprinting specifically affects the placenta, embryonic growth restriction was also observed in embryos derived from oocytes lacking EED, but the cause of this phenotype is not understood [33]. While H3K27me3-dependent imprinting (non-canonical) has been recently identified, classical (or canonical) genomic imprinting is much more extensively studied and is generally considered to be mediated by DNA methylation [8, 39]. Here, we refer to canonical DNA methylation-based genomic imprints as classical imprinting and non-canonical imprinting as H3K27me3-dependent imprinting.

We previously found that deletion of *Eed* in growing oocytes led to post-natal overgrowth of offspring, indicating that maternally derived PRC2 mediates effects on offspring that were independent of maternal genetic inheritance [40]. To understand the potential mechanisms underlying developmental outcomes in offspring from *Eed*-null oocytes, we explored the role of PRC2 in oocytes. We demonstrate that EZH2, EED and SUZ12 are transiently expressed during the earliest stages of oocyte growth to establish H3K27me3 in the promoters of developmentally important genes in mice and that H3K27me3 is conserved on many of these genes in human GV stage oocytes. In mice, PRC2 activity immediately preceded the upregulation of the essential de novo DNA methylation co-factor DNMT3L, indicating that patterning of PRC2 target genes precedes DNA methylation. While *Eed* repressed several imprinted genes in oocytes, 98% of the PRC2 target genes we identified were not imprinted, but were genes that regulate neurogenesis, haematopoiesis and other processes in tissue morphogenesis. These genes were not dysregulated in pre-implantation offspring and lost H3K27me3 during this period of development in wild-type (*wt*) embryos.

## Results

### EZH2, EED and SUZ12 localise to chromatin during a discrete period of primary to secondary oocyte growth

Previous studies have provided varying reports of EED, EZH2 and SUZ12 in GV stage and mature oocytes, and zygotes [31, 41–43], but the stages at which all three core components of PRC2 are detected in growing oocytes have not been defined. To determine when PRC2 is detected in the nucleus or associated with chromosomes in growing, GV and MII oocytes, and in zygotes, we profiled EZH2, SUZ12 and EED throughout oocyte growth in wild-type mice using immunofluorescence (IF). EZH2 was detected in the oocyte nucleus of primordial to antral stage follicles, but SUZ12 and EED were detected only in primary and secondary follicle oocytes and not in primordial or antral follicle stage oocytes (Fig. 1a). Notably, co-expression of EED, EZH2 and SUZ12 in primary–secondary follicle oocytes occurred immediately before the expression of DNMT3L (DNA methyltransferase 3-Like), which marks the onset of de novo DNA methylation in growing oocytes (Fig. 1b), consistent with the initiation of H3K27me3 in oocytes prior to DNA methylation [44]. While EZH2 was detected in the nuclei of fully grown surrounded nucleolus (SN) GV oocytes, SUZ12 and EED were not (Fig. 1c). Although PRC2 has been detected in the cytoplasm of mature metaphase II (MII) oocytes [41–43], EED, EZH2 and SUZ12 were not detected on the chromosomes of MII, GV or Antral stage oocytes in this study even though they were readily detected in granulosa cells (Fig. 1c,d). However, all three PRC2 components were readily detected in maternal and paternal pronuclei of zygotes approximately 12 h (h) post-fertilisation (Fig. 1e). As embryonic activity of PRC2 does not occur until the 4-cell to morula stage [31, 34], the rapid recruitment of PRC2 to the pronuclei may reflect a supply of cytoplasmic PRC2 proteins [41–43] or could be derived from mRNAs in the mature oocyte. We cannot exclude the possibility that EED or SUZ12 protein below detection sensitivity were present on chromatin in antral, GV and MII oocytes. However, taken together, these data identify a transient window during which all three PRC2 components are present in primary–secondary oocytes and may therefore contribute to PRC2-dependent epigenetic programming immediately before genome-wide de novo DNA methylation and prior to the formation of GV oocytes.

**Fig. 1:**
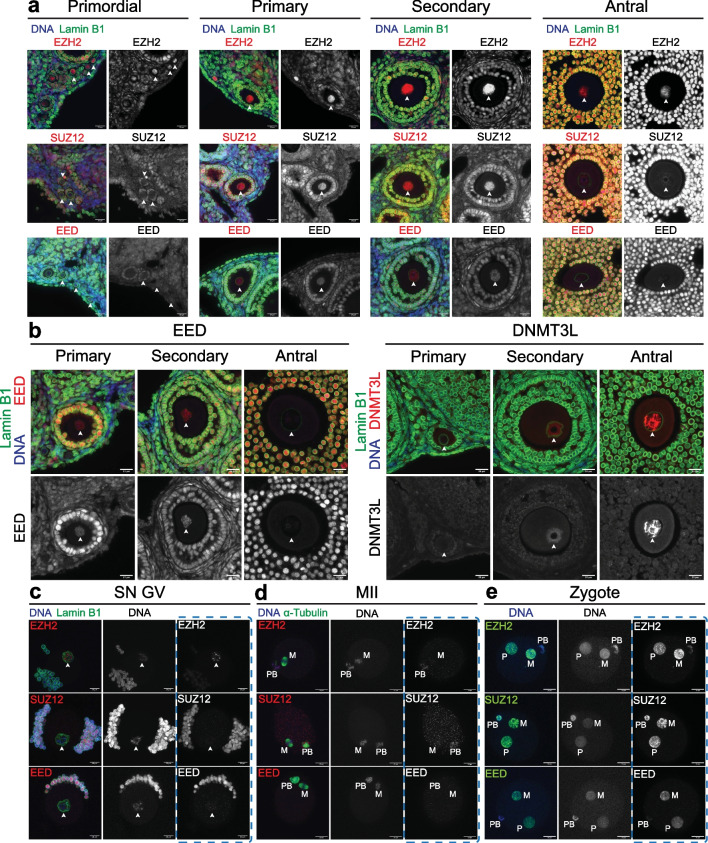
PRC2 acts transiently within primary and secondary follicle growing oocytes. **(a-d)** Representative images of EZH2, SUZ12 and EED (red) IF analysis in **(a)** primordial, primary, secondary and antral follicles. **(b)** Comparison of EED (red, left panels) versus DNMT3L (red, right panels) IF analysis in primary, secondary and antral follicles. **(c)** Surrounded nucleolus (SN) GV oocytes. **(d)** MII oocytes. α-Tubulin (green) identifies meiotic spindles. M: metaphase plate, PB: polar body. **(e)** Zygotes 12 h after fertilisation for ≥ 10 zygotes imaged per antibody combination. M: maternal pronucleus, P: paternal pronucleus, PB: polar body. In **a-c** white arrowheads indicate the oocyte nucleus defined by Lamin B1 (green) and DAPI (blue) shows DNA. In **c-e** images represent compressed z-stack images of whole-mount oocytes or zygotes. Scale bars: 20 μm. Images in** a** and **b** are representative of two ovaries from three separate females and in **c-e** images are representative of ≥ 10 oocytes per antibody combination

### PRC2 is required for the repression of developmental genes in growing oocytes

To investigate whether the transient activity of PRC2 in oocytes of primary–secondary follicles has functional importance, we deleted *Eed* using *Zp3Cre*, which leads to target gene excision specifically in oocytes from the primary follicle stage [40, 45]. Mating *Eed*^*fl/fl*^ females and *Eed*^*fl/*+^*;Zp3Cre* males yielded *Eed*^*fl/fl*^ (*Eed-wt*), *Eed*^*fl/*+^*;Zp3Cre* (*Eed-het*) and *Eed*^*fl/fl*^*;Zp3Cre* (*Eed-hom*) females. IF analysis demonstrated loss of EED staining in primary and secondary stage oocytes of *Eed-hom* samples, but not in *Eed-wt* samples (Additional file 1: Fig. S1). Moreover, EED staining was unaffected in granulosa cells, demonstrating that *Eed* deletion was oocyte-specific, as expected. Consistent with this, following the deletion of *Eed*, H3K27me3 was reduced by 35% in oocytes of primary follicles of *Eed-hom* relative to *Eed-wt* females (Fig. 2a-b). Depletion of H3K27me3 continued in secondary follicles (Fig. 2a, c), and was almost completely lost in fully grown GV oocytes, with 85% and 93% reductions in global H3K27me3 in *Eed-hom* oocytes compared to *Eed-wt* at these stages, respectively (Fig. 2a, c, 3a-b)*.* While H3K27me3 was significantly reduced in *Eed-hom* oocytes, it was not significantly reduced in *Eed-het* oocytes compared to *Eed-wt* controls (Fig. 3a–b).

**Fig. 2:**
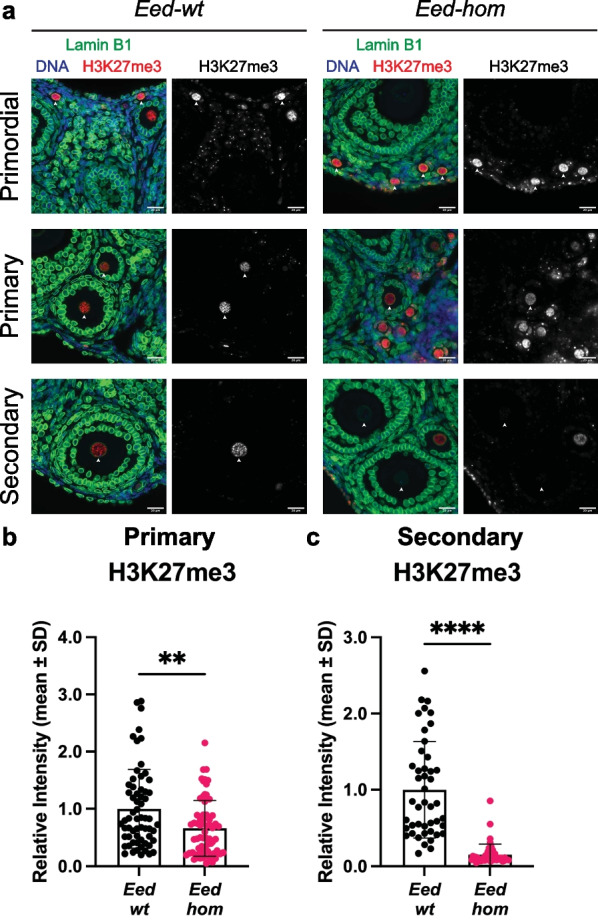
Deletion of *Eed* in oocytes reduced H3K27me3 in oocytes of primary and secondary follicles. **a** Representative images of H3K27me3 (red) immunostaining analysis in primordial (top), primary (middle) and secondary (bottom) follicle oocytes from *Eed-wt* and *Eed-hom* females. White arrowheads indicate the oocyte nucleus as defined by Lamin B1 (green). DAPI (blue) shows DNA in somatic cells. Images are representative of two ovaries from three biological replicates. Scale bars: 20 μm. **b–c** Quantification of H3K27me3 within oocyte nuclei of primary **(b)** and secondary **(c)** follicles from *Eed-wt* and *Eed-hom* females. Average intensity of *Eed-wt* was set to 1.0. **P < 0.005, two-tailed Mann–Whitney U test, *N* = 63 *Eed-wt* and 67 *Eed-hom* primary follicle oocytes. ****P < 0.0001, two-tailed Mann–Whitney U test, *N* = 45 *Eed-wt* and 47 *Eed-hom* secondary follicle oocytes. Error bars represent mean ± standard deviation

**Fig. 3:**
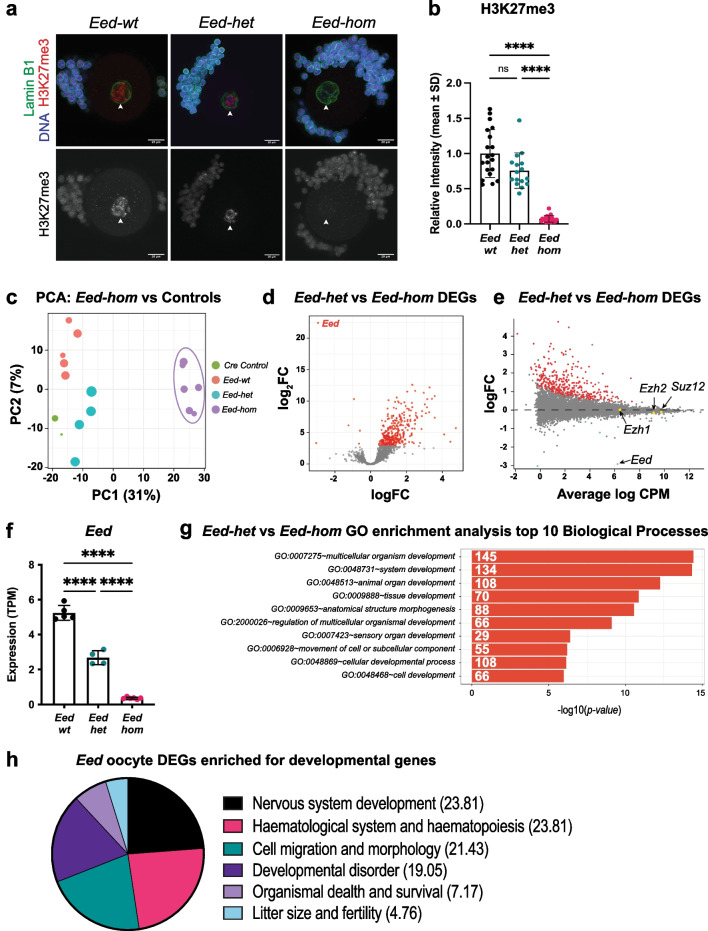
*Eed* is required for H3K27me3 establishment and developmental gene silencing in growing oocytes. **a,b** Representative images **(a)** and quantification **(b)** of H3K27me3 (red) IF in *Eed-wt*, *Eed-het*, and *Eed-hom* SN GV oocytes. White arrowheads indicate the oocyte nucleus as defined by Lamin B1 (green). DAPI (blue) shows DNA in somatic cells. Images represent 3–4 females per genotype, with 16–21 oocytes imaged per genotype. Scale bars: 20 μm. Average intensity of *Eed-wt* was set to 1.0. ****P < 0.0001, Kruskal–Wallis test plus Dunn’s multiple comparisons test, error bars represent mean ± standard deviation. **c** Principal Component Analysis (PCA) of RNA-seq data for *Eed-hom* (*n* = 6) vs *Eed-het* (*n* = 4), *Eed-wt* (*n* = 5) and *Eed-wt Cre* (*n* = 2) controls. **d–e** Differential gene expression analysis of *Eed-het* vs *Eed-hom* oocytes represented by volcano plot showing logFC against statistical significance and an MDplot showing logFC against average log counts per million reads. Genes with FDR-adjusted *P* < 0.05 are coloured in red. Deletion of *Eed* resulted in 349 significant DEGs (*Eed* oocyte DEGs), with 343 genes upregulated and 6 genes downregulated, including *Eed*. **f** *Eed* transcript levels (transcripts per million reads; TPM) in *Eed-wt*, *Eed-het* and *Eed-hom* GV oocytes. **g** GO enrichment analysis of *Eed* oocyte DEGs representing the top 10 significantly different biological processes impacted. **h** Pie chart displaying the proportion of significant pathways identified using Ingenuity pathway analysis

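Oocyte RNA was measured by RNA-seq in fully grown germinal vesicle (GV) oocytes with condensed chromatin around the nucleolus (surrounded nucleolus, SN), taken from females of 8 to 12 weeks of age. Each library was made from a pool of 10 to 15 oocytes of 1 female, freed mechanically of cumulus cells. Zp3Cre expresses Cre recombinase from the promoter of Zp3, a zona pellucida gene that is active in growing oocytes, and deletes floxed Eed there. By the sample labels there were 5 Eed-wt libraries (2 floxed Eed alleles, no Cre), 5 Eed-het libraries (1 floxed allele and Zp3Cre), 5 Eed-hom libraries (2 floxed alleles and Zp3Cre) and 2 Eed-wt Cre libraries (no floxed allele, with Zp3Cre). The paper gives 4 Eed-het and 6 Eed-hom libraries in Fig. 3c, with no reason stated for the difference from the labels. To find the library that was counted differently, log2 fold changes of the 349 genes of Table S1 were computed with limma voom by the labels and with each Eed-het library in turn counted as Eed-hom. Their median absolute difference from the paper's log2 fold changes was 0.222 by the labels and 0.00758 with the library labelled Eed-het replicate 2 counted as Eed-hom. With any of the other 4 counted so it was 0.419 to 0.511. The grouping with that library among Eed-hom is called the paper's grouping here. Values are given first in the paper's grouping (6 Eed-hom and 4 Eed-het) and then by the labels (5 and 5). The paper states more than 25 M reads per library. The totals used here are reads assigned to genes in the deposited table, which ran from 9510021 to 13386680 per library with a median of 11477829. By the labels they were 10970624 to 13386680 in Eed-wt (median 11570432), 9510021 to 12321888 in Eed-het (median 11448421), 10694589 to 12405686 in Eed-hom (median 11530096), and 10102065 and 12304130 in Eed-wt Cre. The authors trimmed the reads, aligned them to the mouse genome GRCm38 with STAR and counted uniquely mapped reads per Ensembl gene on the annotated strand with featureCounts. Of the 54146 genes in that table, 15444 passed edgeR's filter on low counts and were tested. Counts were scaled by trimmed mean of M values (TMM), levels are given as CPM on these scaled totals, and groups were compared with edgeR's quasi-likelihood test over all 17 libraries. DEGs are genes with a Benjamini-Hochberg adjusted p below 0.05, with no minimum fold change, whereas the paper used limma voom with a minimum fold change (treat). The grouping of the 1 library, the minimum fold change and the filter are the choices that could change the counts most. Gene positions are those of GRCm38.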

To determine how the loss of H3K27me3 impacted oocyte transcription, we collected *Eed-wt*, *Eed-het, Eed-hom* and *Eed*^+*/*+^*;Zp3Cre* (*Eed*-*wt Cre* control) fully grown SN GV oocytes and performed RNA-seq. The proportion of SN GV oocytes in *Eed-hom* females was 65% compared to 58% in *Eed-wt* females (Additional file 1: Fig. S2), demonstrating that loss of EED and H3K27me3 did not detrimentally affect the formation of fully grown oocytes. Principal component analysis revealed that *Eed-hom* oocytes were transcriptionally distinct from *Eed-het* and *Eed*-*wt* oocytes (Fig. 3c). 

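Eed-hom oocytes separated from all other oocytes along the first principal component of the log2 CPM of the 15444 tested genes, which held 28.9% of the variance (second component, 7.06%). Scores on the first component were 26.85 to 33.88 in the libraries labelled Eed-hom and 27.56 in the library labelled Eed-het replicate 2. They were -15.59 to -9.599 in the other Eed-het libraries, -19.22 to -14.54 in Eed-wt and -22.56 and -19.58 in Eed-wt Cre. Against Eed-wt, Eed-hom oocytes had 2036 DEGs in the paper's grouping (1436 higher, 600 lower) and 1632 by the labels (1212 higher, 420 lower). With a minimum fold change these were 778 and 651 by limma voom and treat, and 982 and 813 by edgeR's glmTreat. Tpbg, a membrane glycoprotein also known as a trophoblast antigen, had a log2 fold change of 4.79 against Eed-wt (standard error 0.56, adjusted p = 5.88e-07 from edgeR), and 4.89 by the labels (adjusted p = 8.77e-05). Snap25, which encodes a protein of synaptic vesicle fusion, was lower (log2 fold change -2.55, standard error 0.427, adjusted p = 9.3e-05), as it was by the labels (-2.48, adjusted p = 0.00174). Neat1, a nuclear long noncoding RNA, was also lower (-3.04, standard error 0.747, adjusted p = 0.00596; by the labels -2.86, adjusted p = 0.0216). The share of these DEGs that were higher was 70.5% in the paper's grouping and 74.3% by the labels, and 85.2% by the labels (1370 higher, 238 lower) when counts were scaled by library size only. Mitochondrial genes took 0.486% to 0.690% of the counts in the libraries labelled Eed-hom, 0.561% in the library labelled Eed-het replicate 2, 0.6365% to 0.7676% in the other Eed-het libraries and 0.5652% to 0.6957% in Eed-wt.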

Comparison of gene expression in *Eed-wt* and *Eed-het* oocytes identified only two differentially expressed genes (*Mt1* and *Exoc)* as well as *Eed*, indicating that EED function in *Eed-wt* and *Eed-het* oocytes was similar. This was supported by our observation that H3K27me3 levels were not different in *Eed-wt* and *Eed-het* oocytes (Fig. 3b).

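Between Eed-het and Eed-wt oocytes 7 of the 15444 tested genes changed in the paper's grouping, 5 higher and 2 lower. Mt1, which encodes the metal-binding protein metallothionein 1 (chromosome 8, 94179082 to 94180327), stood at 92.0 ± 11.1 CPM in Eed-het (SD, n = 4) and 0.514 ± 0.447 in Eed-wt (SD, n = 5), a log2 fold change of 7.46 (standard error 0.181, adjusted p = 2.13e-21 from edgeR). It was also 105 ± 12.1 CPM in Eed-wt Cre (SD, n = 2), which carry Zp3Cre and no floxed allele. Exoc4, a subunit of the exocyst complex that tethers secretory vesicles (chromosome 6, 33249085 to 33973979), was 40.0 ± 0.899 CPM in Eed-het and 66.6 ± 5.44 in Eed-wt (log2 fold change -0.74, standard error 0.0785, adjusted p = 3.47e-06). Exoc4 was at 54.0 ± 14.0 CPM in Eed-wt Cre (SD, n = 2), with single libraries at 44.2 and 63.9. One was thus below and the other within the Eed-wt range of 59.5 to 73.2. Gli2 and Gli3, transcription factors of Hedgehog signalling, were higher in Eed-het, with log2 fold changes of 1.02 (standard error 0.148, adjusted p = 0.000762) and 1.27 (standard error 0.196, adjusted p = 0.00167). Gli2 was at 8.87 ± 1.53 CPM in Eed-wt, 13.5 ± 0.79 in Eed-wt Cre and 18.0 in Eed-het. Eed-het differs from Eed-wt in Zp3Cre as well as in Eed, so this comparison cannot separate their effects. Zfp521, a zinc finger transcription factor, had a log2 fold change of 1.16 (standard error 0.169, adjusted p = 0.000762). Trim30d, which has close paralogs that can share reads and lies within 20 Mb of Eed, had one of 3.72 (standard error 0.718, adjusted p = 0.0431). The remaining DEG was Eed (log2 fold change -0.89, standard error 0.0659, adjusted p = 1.76e-09). By the labels 7 genes changed as well, 6 higher (Mt1, Gli3, Zfp521, Gli2, Tril and Lurap1l) and 1 lower (Exoc4), and Eed did not pass the test (-1.17, adjusted p = 0.13). Lurap1l had a log2 fold change of 0.39 (standard error 0.0668, adjusted p = 0.0127) by the labels. With limma voom and treat, the test named in the paper's methods, the DEGs in the paper's grouping were the 3 genes Eed, Exoc4 and Mt1, whereas DESeq2 called 15 (44 by the labels) and edgeR with no filter on low counts 134 (277 by the labels). By the labels the count was 12 without Eed-het replicate 1, 11 without Eed-wt replicate 1 and 4 without Eed-wt replicate 5.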

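Of the 7 PRC1 genes Ring1, Rnf2, Bmi1, Cbx1, Cbx2, Pcgf1 and Pcgf6, 6 were expressed at levels that could be tested in Eed-wt oocytes. Bmi1 (chromosome 2, 18677018 to 18686629), the Polycomb ring finger protein PCGF4, was at 534.8 ± 19.9 CPM (SD, n = 5). Pcgf6 (chromosome 19, 47033617 to 47050906), a ring finger protein of variant PRC1, stood at 325.6 ± 12.1 CPM. Rnf2 (chromosome 1, 151458004 to 151500955), which encodes the H2A ubiquitin ligase RING1B, stood at 306.5 ± 7.72 CPM. Pcgf1 was at 207.5 ± 14.8 CPM. The chromobox genes Cbx1 and Cbx2 were at 92.6 ± 4.93 and 76.1 ± 7.69 CPM. CPM counts reads and is not corrected for transcript length, whereas the paper gives TPM in Fig. S3b, so these values give no order of transcript amounts between the genes. Ring1, which encodes the other PRC1 ubiquitin ligase, RING1A, had 51 counts in total over the 17 libraries, so it fell below the filter on low counts and was not tested.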

To determine if loss of *Eed* affected the expression of other PCR2 and PRC1 core components, we examined transcript levels of *Ezh1, Ezh2, Suz12, Ring1, Rnf2, Bmi1, Cbx1, Cbx2, Pcgf1 and Pcgf6*. Interestingly, *Ezh2, Suz12* and *Eed* were all transcribed at high levels in *Eed-wt* GV oocytes and *Ezh1* was transcribed at moderate levels (Additional file 1: Fig. S3a). 

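Reads of Suz12, Ezh2 and Ezh1, which encode PRC2 core subunits, were found in every Eed-wt library. Suz12 (chromosome 11, 79993106 to 80034123), the scaffold subunit, was at 829 ± 48.0 CPM (SD, n = 5), with single libraries at 799 to 912. Ezh2 (chromosome 6, 47530139 to 47595341), the methyltransferase, was at 563 ± 15.1 CPM, with 541 to 582 in single libraries. Ezh1 (chromosome 11, 101191115 to 101226463), its paralog, was at 81.9 ± 6.12 CPM, and each of the 5 libraries lay between 73.0 and 90.2. The paper gives TPM in Fig. S3a, and without a correction for transcript length these CPM compare libraries of 1 gene and not the transcript amounts of different genes.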

As SUZ12 and EED proteins were undetectable in GV oocytes, but *Suz12* and *Eed* transcript levels were high , these data strongly indicate that *Eed* and *Suz12* are post-transcriptionally regulated in GV oocytes. This could occur post-transcriptionally through a mechanism such as microRNA mediated inhibition of *Eed* and *Suz12* mRNA translation or an undefined mechanism that post-translationally alters the structure of the EED and SUZ12 proteins, rendering them undetectable by the EED and SUZ12 antibodies used in this study. We propose that the former mechanism is more probable as it seems highly unlikely that post-translational masking of both the EED and SUZ12 proteins would occur via similar alterations as their protein sequences substantially differ. While *Eed* transcription was reduced to 51% in *Eed-het* oocytes and 6% in *Eed-hom* oocytes (Fig. 3f), there was no effect of *Eed* deletion on *Ezh1, Ezh2, Suz12,* or on transcription of any of the genes encoding PRC1 subunits in *Eed-het* or *Eed-hom* oocytes (Additional file 1: Fig. S3a-b). Moreover, while PRC2 expression in primary–secondary follicle oocytes preceded that of DNMT3L, transcription of *Dnmt3l, Dnmt3a* and *Dnmt3b* was not different in *Eed-hom* and *Eed-het* GV oocytes (Additional file 1: Fig. S3c), indicating that transcription of *Dnmt* genes was unaffected by PRC2 in GV stage oocytes.

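Eed (chromosome 7, 89954654 to 89980983), which encodes the PRC2 subunit that binds H3K27me3, was lowered by the deletion in every Eed-hom library. It stood at 227.8, 211.7, 222.4, 232.5 and 212.3 CPM in the 5 Eed-wt libraries and at 203.5 and 209.7 CPM in the 2 Eed-wt Cre libraries. In the libraries labelled Eed-het replicates 1, 3, 4 and 5 it was 124.8, 127.5, 123.3 and 103.1 CPM, and in the library labelled Eed-het replicate 2 it was 13.57 CPM. In Eed-hom replicates 1 to 5 it was 20.12, 15.97, 15.86, 14.13 and 15.37 CPM. In the paper's grouping Eed was 54.1% ± 5.07 of the Eed-wt mean in Eed-het (SD, n = 4; exact permutation test against Eed-wt, p = 0.00794) and 7.15% ± 1.04 in Eed-hom (SD, n = 6; exact permutation test, p = 0.00216). By the labels these were 44.5% ± 21.9 (SD, n = 5) and 7.36% ± 1.02 (SD, n = 5; two-sided exact permutation tests, p = 0.00794 for each, as for all of these the smallest p the design allows). Eed-wt Cre was at 93.3% ± 1.96 (SD, n = 2; exact permutation test, p = 0.0952, where the smallest possible is 0.0476). Between Eed-hom and Eed-het the log2 fold change of Eed was -2.92 (standard error 0.0739, adjusted p = 6.88e-21 from edgeR) and by the labels -2.60 (standard error 0.318, adjusted p = 0.000105). Ezh1 had a log2 fold change between Eed-hom and Eed-het of -0.01 (standard error 0.0542, adjusted p = 0.973), and Suz12 one of -0.09 (standard error 0.0611, adjusted p = 0.51). Ezh2 was lower in Eed-hom in the paper's grouping, with 518 ± 25.9 CPM (SD, n = 6) against 571 ± 12.1 (SD, n = 4), a log2 fold change of -0.14 (standard error 0.0379, adjusted p = 0.0184). It did not pass the test by the labels (-0.11, adjusted p = 0.161). Of the 6 measured PRC1 genes 0 changed between Eed-hom and Eed-het by edgeR in either grouping, with 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by limma voom with treat. Their log2 fold changes in the paper's grouping ran from -0.08 (Cbx1, adjusted p = 0.432) to 0.10 (Cbx2, adjusted p = 0.464). The same 4 counts between Eed-het and Eed-wt were also 0 for these genes in both groupings.

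**Figure D1:**
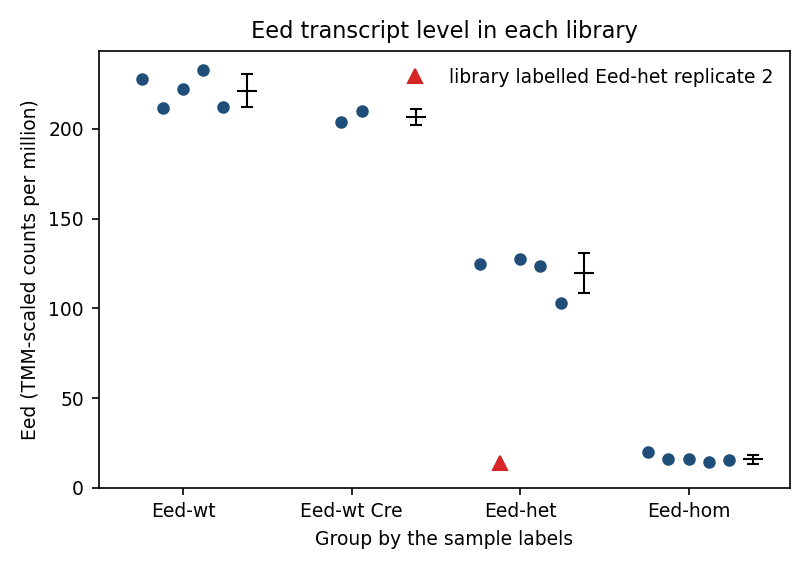
Eed transcript level in CPM scaled by TMM (vertical axis, from 0) in each of the 17 libraries by label group (horizontal axis), with each point a library, the triangle the library labelled Eed-het replicate 2, and black marks the mean ± SD in the paper's grouping. The triangle, at 13.57 CPM, sits with the Eed-hom libraries (14.13 to 20.12) and below the other Eed-het libraries (103.1 to 127.5).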

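The 3 genes of de novo DNA methylation did not pass the test between Eed-hom and Eed-het oocytes in either grouping. Dnmt3a, a methyltransferase (chromosome 12, 3806007 to 3914443), was at 333 ± 15.3 CPM in Eed-hom (SD, n = 6) and 337 ± 13.7 in Eed-het (SD, n = 4), with a log2 fold change of -0.02 (standard error 0.0439, adjusted p = 0.899 from edgeR; by the labels 0.02, adjusted p = 0.92). Dnmt3l, its catalytically inactive cofactor (chromosome 10, 78041947 to 78063622), was at 64.1 ± 1.84 and 67.8 ± 5.07 CPM, a log2 fold change of -0.08 (standard error 0.0527, adjusted p = 0.461; by the labels -0.05, adjusted p = 0.731). Dnmt3b, the second methyltransferase (chromosome 2, 153649450 to 153687730), was at 25.6 ± 2.90 and 24.9 ± 1.30 CPM, with a log2 fold change of 0.04 (standard error 0.0771, adjusted p = 0.861; by the labels 0.10, adjusted p = 0.584). Of the 3, 0 changed by edgeR, 0 had an unadjusted p under 0.05, and 0 were called by DESeq2 or by limma voom with treat, in both groupings. In simulated counts of the same size, with groups by the labels, edgeR called 78% of genes changed by a factor of 2 between Eed-hom and Eed-het. It called 96% of those changed by a factor of 4. The changed genes were drawn at random from all levels, so these shares are not those of these 3 genes.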

In a past study, we mated wild-type males to females producing *Eed-wt, Eed-het* and *Eed-hom* oocytes created using *ZP3-Cre* deletion [40]. This demonstrated that homozygous deletion of *Eed* in oocytes caused a growth defect in *Eed* heterozygous experimental offspring, but heterozygous deletion of *Eed* in oocytes did not cause a similar growth defect in isogenic *Eed* heterozygous control offspring [40]. As these offspring were isogenic and sired by wild-type males, we concluded that the phenotype in offspring from *Eed-hom* oocytes was due to EED function in *Eed-hom* oocytes, but this was unaffected in *Eed-het* oocytes [40]. To identify genes that rely on EED for their epigenetic programming in oocytes and which may account for the genetically independent phenotype in offspring derived from *Eed-hom* oocytes, in this study we compared *Eed-hom* oocytes with *Eed-het* oocytes. This identified 349 genes that we termed *Eed* oocyte Differentially Expressed Genes (DEGs) as they were differentially expressed between *Eed-hom* and *Eed-het* oocytes (FDR < 0.05; Fig. 3d–e; Additional file 2: Table S1). 

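Of the 15444 tested genes, 1155 were DEGs between Eed-hom and Eed-het oocytes in the paper's grouping and 487 by the labels, with 1079 when the library labelled Eed-het replicate 2 was left out. Chst10, a sulfotransferase of the HNK-1 carbohydrate, stood at 11.1 ± 1.35 CPM in Eed-hom (SD, n = 6) and 0.872 ± 0.196 in Eed-het (SD, n = 4), a log2 fold change of 3.64 (standard error 0.218, adjusted p = 5.56e-12 from edgeR; by the labels 1.99, adjusted p = 0.0124). The X-linked gene Tceal8 was at 34.1 ± 12.4 against 1.27 ± 0.602 CPM (log2 fold change 4.77, standard error 0.475, adjusted p = 6.06e-08), and did not pass the test by the labels (2.19, adjusted p = 0.0547). Irgm2, an interferon-inducible GTPase, had a log2 fold change of 3.48 (standard error 0.234, adjusted p = 4.89e-11; by the labels 2.05, adjusted p = 0.00681). The largest rise called by the labels was that of Slc6a13, a transporter of GABA (2.86, standard error 0.591, adjusted p = 0.00747). Klf12, a transcription factor that was at 0.0425 CPM in Eed-het and 1.83 in Eed-hom in the paper's grouping, had a log2 fold change of 5.03 (standard error 0.604, adjusted p = 1.75e-06), and one of 1.65 by the labels (adjusted p = 0.219). The homeobox genes Hoxd8 and Hoxd1 had log2 fold changes of 3.93 (standard error 0.374, adjusted p = 2.8e-08) and 4.12 (standard error 0.641, adjusted p = 5.92e-05), and did not pass by the labels (adjusted p = 0.0651 and 0.0901). Kmt2a, which encodes an H3K4 methyltransferase, rose from 7.21 ± 5.97 to 35.3 ± 9.30 CPM (log2 fold change 2.35, standard error 0.28, adjusted p = 1.18e-06; by the labels 1.76, adjusted p = 0.00622). With limma voom and treat at the minimum fold change in the paper's methods, 545 genes were DEGs in the paper's grouping (582 with quality weights) and 285 by the labels. With edgeR's glmTreat these were 685 and 213, and with no filter on low counts 814 genes were DEGs by the labels. By the labels the count was 258, 211, 232 and 193 without Eed-het replicates 1, 3, 4 and 5, and 308 and 287 without Eed-hom replicates 2 and 5.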

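Of the DEGs in the paper's grouping 960 were higher and 195 lower in Eed-hom than in Eed-het oocytes, so that 83.1% were higher. By the labels 433 were higher and 54 lower, or 88.9% higher. Apart from Eed, the genes that fell included Nfkbiz, an inducible regulator of NF-kappaB, which went from 98.2 ± 6.43 CPM in Eed-het (SD, n = 4) to 51.7 ± 2.33 in Eed-hom (SD, n = 6). Its log2 fold change was -0.92 (standard error 0.0626, adjusted p = 5.38e-11 from edgeR; by the labels -0.77, adjusted p = 0.00114). Atrx, an X-linked chromatin remodeller, fell from 1305 ± 95.2 to 867.7 ± 85.7 CPM (log2 fold change -0.59, standard error 0.0625, adjusted p = 1.67e-07; by the labels -0.49, adjusted p = 0.00412). Snora47, a small nucleolar RNA, had a log2 fold change of -1.21 (standard error 0.151, adjusted p = 2.32e-06; by the labels -1.02, adjusted p = 0.00747). Snai2, a transcription factor of epithelial-mesenchymal transition, had one of -1.77 (standard error 0.395, adjusted p = 0.00377), and did not pass by the labels (adjusted p = 0.103). Uqcrc1, a subunit of respiratory complex III, varied widely between libraries, with 146.9 ± 113 CPM in Eed-het and 47.0 ± 34.5 in Eed-hom (log2 fold change -1.66, standard error 0.502, adjusted p = 0.0403; by the labels adjusted p = 0.148). With limma voom and treat in the paper's grouping 530 genes were higher and 15 lower, and by the labels 282 and 3. With glmTreat 25 were lower in the paper's grouping, and 208 were higher and 5 lower by the labels, while no filter gave 688 and 126 by the labels. Scaled by library size only, 1074 were higher and 110 lower in the paper's grouping. Without single libraries the higher and lower genes by the labels went from 177 and 16 (without Eed-het replicate 5) to 905 and 174 (without Eed-het replicate 2). They were 235 and 23, 189 and 22, and 208 and 24 without Eed-het replicates 1, 3 and 4, and 283 and 42, 283 and 25, and 259 and 28 without Eed-hom replicates 1, 2 and 5. The 343 genes given as de-repressed in Table S1 had a median log2 fold change of 1.27 in the paper's grouping, where 343 were higher by edgeR, and of 0.936 by the labels, where 233 were higher (337 adjusted over the list alone). By the labels 120 to 140 of them were higher without Eed-het replicate 1, 3, 4 or 5 (lowest without replicate 5), 343 without Eed-het replicate 2, and 154 with glmTreat. The study chose these genes on the same libraries, so the count is not independent evidence of their direction.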

Strikingly, 98% (343 genes) of the *Eed* oocyte DEGs were de-repressed, and only 2% (six genes), including *Eed,* were downregulated (Fig. 3d–f; Additional file 2: Table S1). As EED protein was only detected in primary–secondary follicle oocytes prior to the GV stage, these data strongly indicate that PRC2 establishes a repressive state in primary and secondary follicle oocytes that is maintained in GV oocytes.

Gene ontology (GO) and ingenuity pathway analyses (IPA) revealed that the *Eed* oocyte DEGs were strongly associated with foetal development, including the IPA categories of nervous system development (23.81%), haematopoiesis (23.81%), cell migration and morphology (21.43%) and developmental disorders (19.05%; Fig. 3g-h). 

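Among gene lists written before the count table was examined, though after the values of Table S1 had been seen, regulators of the nervous system, blood, skeleton and extracellular matrix were higher in Eed-hom than in Eed-het oocytes. Of 44 measured genes of axon guidance and neuronal adhesion, 20 rose and 0 fell in the paper's grouping (28 rose when adjusted over the list alone), and 10 rose by the labels (18 adjusted over the list alone). They included the guidance receptor Ephb2 (log2 fold change 2.54, standard error 0.257, adjusted p = 7.47e-08 from edgeR; by the labels 1.99, adjusted p = 0.00102) and the reelin receptor Vldlr (1.90, standard error 0.156, adjusted p = 2.73e-09; by the labels 1.51, adjusted p = 0.000842). Of 19 neural transcription factors 7 rose (9 adjusted over the list alone; by the labels 4 and 7), among them Pax6, a regulator of eye and forebrain development (2.34, standard error 0.329, adjusted p = 1.33e-05), which did not pass by the labels (1.41, adjusted p = 0.0567). Of 32 haematopoietic regulators and markers 12 rose (13 adjusted over the list alone; by the labels 8 and 14). Hlf, a transcription factor of haematopoietic stem cells, had a log2 fold change of 2.09 (standard error 0.201, adjusted p = 3.31e-08; by the labels 1.75, adjusted p = 0.000309). Of 26 genes of mesenchyme, limb and skeletal development 10 rose (10 adjusted over the list alone; by the labels 6 and 11), with Dkk3 at 1.30 (standard error 0.117, adjusted p = 9.92e-09; by the labels 0.99, adjusted p = 0.00383) and Gdf11 at 1.18 (standard error 0.173, adjusted p = 2.56e-05; by the labels 1.03, adjusted p = 0.00375). Of 29 extracellular matrix genes 10 rose (12 adjusted over the list alone; by the labels 7 and 10), among them Tnc, which encodes tenascin C (3.21, standard error 0.272, adjusted p = 3.31e-09; by the labels 1.84, adjusted p = 0.0204).
Of 16 ligands and antagonists of BMP, TGF-beta and WNT signalling 6 rose (7 adjusted over the list alone; by the labels 3 and 4), of 15 muscle contractile genes 5 rose (5 adjusted over the list alone; by the labels 5 and 5), and of 6 HOX genes 4 rose and 1 fell (5 and 1 adjusted over the list alone; by the labels 2 and 1, and 4 and 1 adjusted over the list alone). Hoxa7 was the HOX gene that fell (-0.33, standard error 0.0743, adjusted p = 0.00394). The lists were written with Table S1 seen, and some hold genes that the paper names as de-repressed. Tests of them on these libraries are therefore not independent evidence. The filter on low counts also passes genes expressed only in Eed-hom. This can raise lists of mostly silent genes, so the tests of these lists hold for tested genes only. Set against all other tested genes with camera at a preset correlation of 0.01 and adjusted over 26 lists, each of these 8 lists stood higher in both groupings. The adjusted p was 6.3e-17 for axon guidance, 3.66e-09 for the haematopoietic list, 5.66e-07 for neural transcription factors, 8.56e-07 for extracellular matrix, 2.09e-06 for HOX genes, 5.72e-06 for the limb list, 0.00177 for signalling ligands and 0.00246 for muscle genes in the paper's grouping. All 8 held there with an estimated correlation, with an adjusted p of 0.000129 to 0.00962. By the labels only the haematopoietic list (adjusted p = 0.0198 with an estimated correlation) and the limb list (adjusted p = 0.034) held, and the others had an adjusted p of 0.0556 or, for neural transcription factors, 0.0856. Granulosa and cumulus markers, of which 4 of 22 rose in the paper's grouping and 3 by the labels, did not stand apart as a list (camera adjusted p = 0.114; by the labels 0.06). From the number of de-repressed DEGs and the stage at which EED was detected, the paper reasons that PRC2 sets a repressive state in primary and secondary follicle oocytes that lasts to the GV stage.

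**Figure D2:**
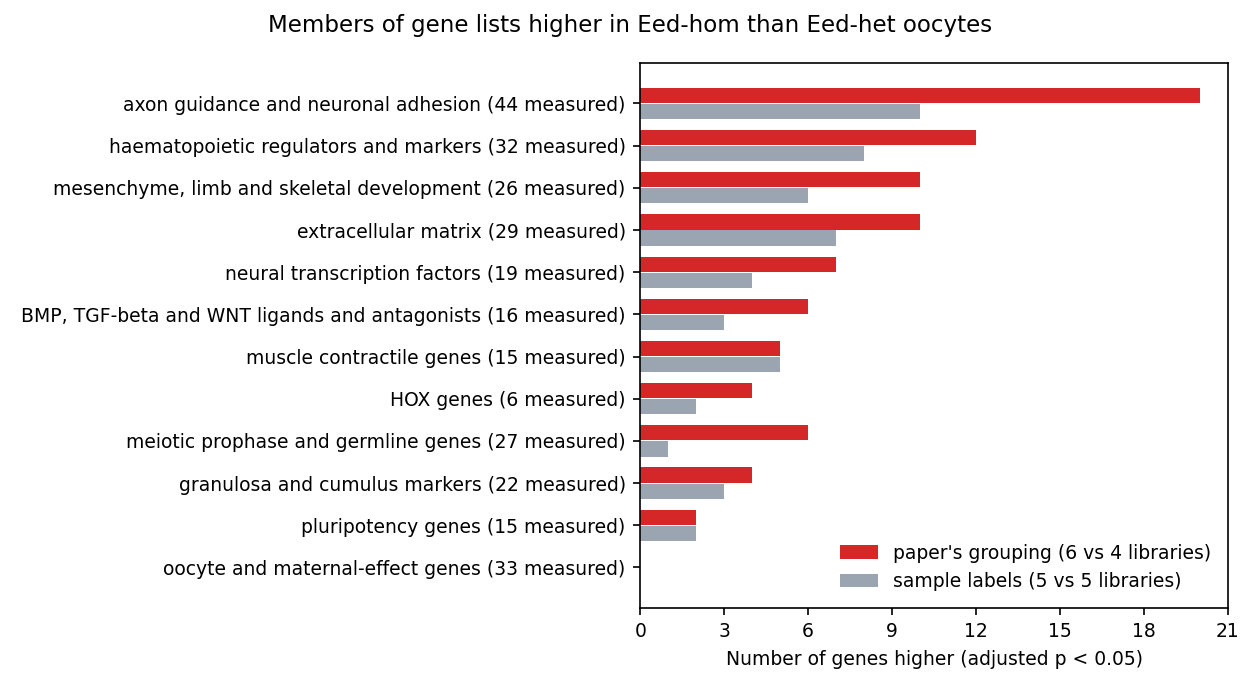
Number of measured genes per list that were higher in Eed-hom than in Eed-het oocytes at an adjusted p below 0.05 from edgeR (horizontal axis, from 0), for 12 gene lists (vertical axis), with red bars for the paper's grouping and grey bars for the sample labels. Axon guidance has the longest bars, 20 and 10 of 44 genes, and the oocyte and maternal-effect list has 0 of 33 in both.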

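The 9 genes of bone development Prrx1, Gli2, Sox5, Sox6, Hoxd9, Hoxd13, Bmp7, Sik3 and Dcn were all higher in Eed-hom than in Eed-het oocytes in the paper's grouping, and 6 of them by the labels (8 adjusted over the list alone). The study named them from these libraries, so the counts are not independent evidence of their direction. Prrx1, a homeobox gene of limb mesenchyme (chromosome 1, 163245119 to 163313710), rose from 4.26 ± 1.97 CPM in Eed-het (SD, n = 4) to 15.7 ± 2.76 in Eed-hom (SD, n = 6), a log2 fold change of 1.89 (standard error 0.246, adjusted p = 4.24e-06 from edgeR; by the labels 1.43, adjusted p = 0.00893). Gli2 (chromosome 1, 118834132 to 119053619) rose from 18.0 ± 3.30 to 43.7 ± 7.64 CPM (1.28, standard error 0.126, adjusted p = 4.64e-08; by the labels 1.17, adjusted p = 0.000105). The digit patterning gene Hoxd13 (chromosome 2, 74668310 to 74671599) rose from 2.27 ± 0.933 to 8.07 ± 1.57 CPM (1.84, standard error 0.211, adjusted p = 6.22e-07; by the labels 1.41, adjusted p = 0.00439). Its neighbour Hoxd9 (chromosome 2, 74697727 to 74700208) went from 1.12 ± 0.744 to 6.30 ± 1.01 CPM (2.45, standard error 0.283, adjusted p = 7.41e-07; by the labels 1.44, adjusted p = 0.0446). Dcn, which encodes the matrix proteoglycan decorin (chromosome 10, 97479609 to 97518143), went from 0.553 ± 0.165 to 2.69 ± 0.821 CPM (2.24, standard error 0.337, adjusted p = 3.55e-05; by the labels 1.76, adjusted p = 0.00628). Sik3, a salt-inducible kinase, had a log2 fold change of 1.33 (standard error 0.16, adjusted p = 1.45e-06; by the labels 1.06, adjusted p = 0.00439). The 3 genes that did not pass by the labels were Bmp7 (0.81, adjusted p = 0.222), Sox5 (1.17, adjusted p = 0.11) and Sox6 (0.37, adjusted p = 0.479). In the paper's grouping the chondrogenic factors Sox5 and Sox6 had log2 fold changes of 1.43 (standard error 0.387, adjusted p = 0.0185) and 0.67 (standard error 0.194, adjusted p = 0.0287).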

Several genes involved in bone development, including *Prrx*, *Gli2*, *Sox5*, *Sox6*, *Hoxd9*, *Hoxd13*, *Bmp7*, *Sik3* and *Dcn* were also de-repressed (Additional file 2: Table S1). The neurogenesis and bone developmental genes are of interest as impaired skeletal and cognitive development are prominent features of Cohen-Gibson syndrome which results from de novo germline mutations in *EED* [21–23, 26]. Although 4.67% of the *Eed* oocyte DEGs were associated with “litter size and fertility”, categories associated with oocyte or ovarian development were not represented (Fig. 3g). Moreover, similar numbers of oocytes in *Eed-hom, Eed-het* and *Eed-wt* females indicated that oocyte growth and formation of fully grown oocytes was not impeded (Additional file 1: Fig. S2). Together, these observations strongly suggested that PRC2 establishes repressive H3K27me3 on a wide range of developmentally important genes during oocyte growth, > 95% of which were not primarily involved in oogenesis. Surprisingly, a comparison of the *Eed* oocyte DEGs with 209 transcription factors identified as direct target genes of PRC1 and PRC2 in embryonic stem cells [20] identified only 8 common genes (*Hoxd9, Hoxd13, Otx1, Lhx2, Six1, Nr2f2, Ovol1* and *Nfatc1*), indicating that the genes that were de-repressed on *Eed*-null oocytes were not typical polycomb target genes in ESCs (Additional file 2: Table S2).

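Of the 209 transcription factors bound by Polycomb in embryonic stem cells, given in Table S2, 205 were matched to genes and 70 were expressed at levels that could be tested. Of these 70, 18 were higher in Eed-hom oocytes in the paper's grouping (24 higher and 4 lower when adjusted over the list alone), and by the labels 9 (16 adjusted over the list alone). The 9 were Hoxd9, Hoxd13, Otx1, Lhx2, Six1, Nr2f2, Ovol1, Nfatc1 and Barx1. Nfatc1, a calcium-regulated transcription factor, rose from 3.45 ± 1.17 CPM in Eed-het (SD, n = 4) to 16.8 ± 3.24 in Eed-hom (SD, n = 6), a log2 fold change of 2.30 (standard error 0.194, adjusted p = 3.31e-09 from edgeR; by the labels 1.69, adjusted p = 0.00293). Otx1, a homeobox gene of forebrain development, rose from 34.0 ± 7.46 to 81.4 ± 11.45 CPM (1.27, standard error 0.128, adjusted p = 7.47e-08; by the labels 0.82, adjusted p = 0.0312). Six1, a homeobox gene of muscle and sensory organs, had a log2 fold change of 2.39 (standard error 0.413, adjusted p = 0.000235; by the labels 1.74, adjusted p = 0.0244). Ovol1, a zinc finger factor of epithelia, had one of 0.90 (standard error 0.131, adjusted p = 2.26e-05), and Barx1, a homeobox gene of craniofacial and stomach mesenchyme, one of 1.72 (adjusted p = 0.00804; by the labels 1.61, adjusted p = 0.0167). The genes called in the paper's grouping and not by the labels included Gata4 (0.40, standard error 0.0891, adjusted p = 0.00367), Barx2 (0.75, adjusted p = 0.0217) and Shox2 (0.80, adjusted p = 0.0287). The share of listed genes that were higher was 25.7% against 6.13% of the other tested genes in the paper's grouping (odds ratio 5.30, 95% interval 2.91 to 9.26, Fisher's exact test, p = 1.75e-07). By the labels it was 12.9% against 2.76% (odds ratio 5.20, 2.26 to 10.6, Fisher's exact test, p = 0.000141). The filter on low counts passes a gene expressed in a single group. A gene silent in the other groups was therefore tested only if it was expressed in Eed-hom. This can raise the share for lists of mostly silent genes, and the odds ratios hold for tested genes only. Without single libraries the count by the labels went from 2 (without Eed-het replicate 1, 3 or 5) to 16 (without Eed-het replicate 2), and was 3 without Eed-het replicate 4, 4 without Eed-hom replicate 1 or 5 and 5 without Eed-hom replicate 4.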

### PRC2 regulates the establishment of H3K27me3 on developmental genes in growing oocytes

To determine whether H3K27me3 was normally present in the promoters of *Eed* oocyte DEGs in GV oocytes we compared the *Eed* oocyte DEGs to H3K27me3 chromatin immunoprecipitation-sequencing (ChIP-seq) data sets from wild-type mouse GV and MII oocytes from Zheng and colleagues and Liu and colleagues [44, 46]. Of 349 *Eed* oocyte DEGs, the majority were identified both in the Zheng and Liu data sets (328 in Zheng, and 312 in Liu). Of the 328 genes from Zheng et al*.,* 111 (34%) and 127 (39%) had H3K27me3 peaks in GV and MII oocyte data sets, and 169 (52%) had H3K27me3 peaks in the Liu MII data set (Additional file 2: Table S3). Comparison of all data sets (our *Eed* oocyte DEGs with the Zheng GV and MII and Liu MII data sets) identified 99 DEGs with H3K27me3 in all three ChIP-seq data sets, which we defined as “high-confidence” H3K27me3-enriched oocyte DEGs (Fig. 4a; Additional file 2: Table S4). Of these 99 genes, comparison with data from a study of H3K27me3 in sperm [47] revealed that 88 also carried H3K27me3 on the paternal allele indicating that the majority of these genes are subject to H3K27 methylation in both the male and female germlines (Additional file 2: Table S4). While only ~ 30% of the *Eed* oocyte DEGs contained H3K27me3 under these highly stringent criteria, we propose that this is a conservative estimate given that low input ChIP-seq data were used, potentially limiting sensitivity compared to RNA-seq analysis. Supporting this, 114 H3K27me3-enriched DEGs overlapped between the Liu and Zheng MII data sets, indicating that not all genes with H3K27me3 were consistently detected in the ChIP-seq analyses.

**Fig. 4:**
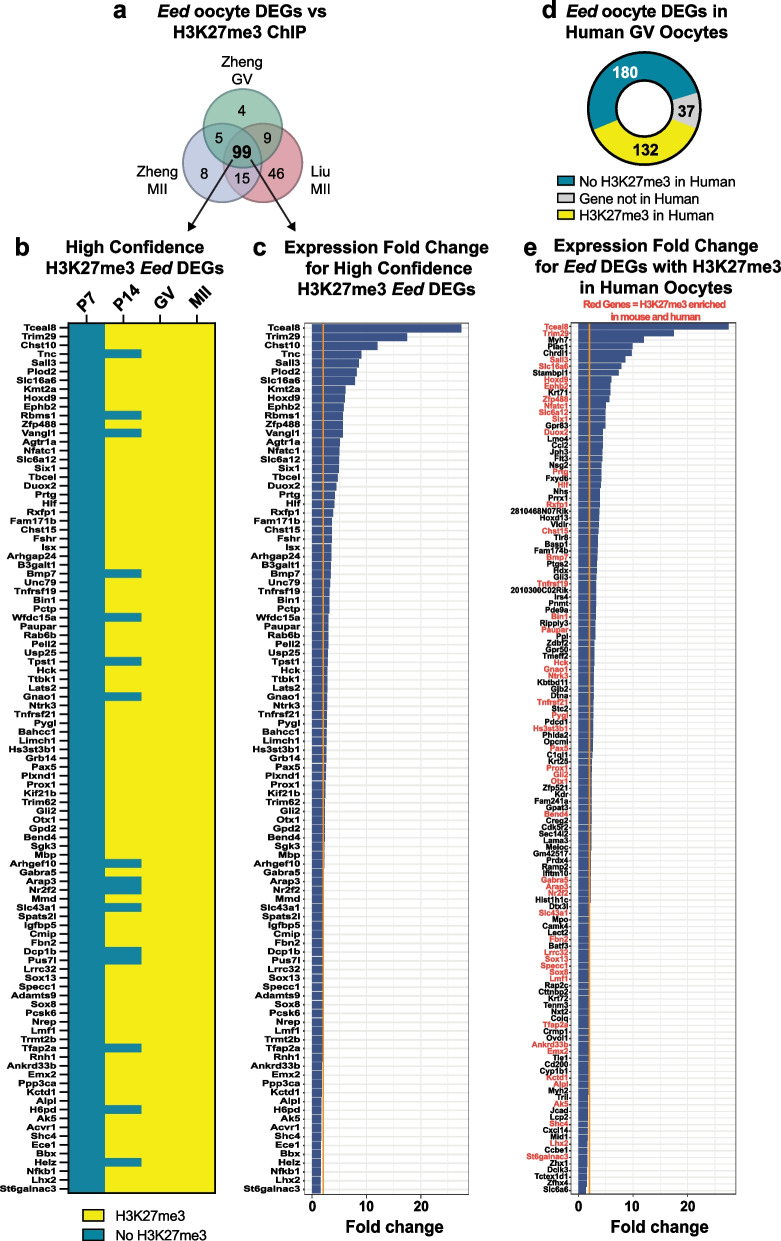
H3K27me3 is established on *Eed* oocyte DEGs in primary–secondary mouse oocytes and is conserved in human GV oocytes **a** Venn diagram showing *Eed* oocyte DEGs that contained H3K27me3 promoter peaks in GV and MII oocyte H3K27me3 ChIP-seq data sets [44, 46] identifying 99 “high-confidence” H3K27me3-enriched *Eed* oocyte DEGs. **b** Heat map showing promoter H3K27me3 enrichment status of 99 high-confidence H3K27me3-enriched *Eed* oocyte DEGs identified in P7, P14, GV and MII oocyte H3K27me3 ChIP-seq data sets from Liu et al., and Zheng et al*.,* [44, 46]. Blue: No H3K27me3 peaks, yellow: indicates presence of H3K27me3 peaks. **c** Expression fold change of the 99 high-confidence H3K27me3-enriched *Eed* oocyte DEGs (FDR < 0.05) in *Eed-hom* oocytes relative to *Eed-het*. The orange line indicates twofold change. **d** Donut chart showing the promoter H3K27me3 enrichment status of *Eed* oocyte DEGs in human GV oocytes [48]. Grey: Not conserved in humans, blue: no H3K27me3 peaks in promoter, yellow: H3K27me3 peak present in promoter. **e** Expression fold change of 132 mouse *Eed* oocyte DEGs (FDR < 0.05) that were H3K27me3-enriched in human GV oocytes. *Eed* oocyte DEGs commonly enriched for H3K27me3 in human and mouse GV oocytes are marked with gene names in red. The orange line indicates two-fold change. For **a**,**b** and** d**, promoter region was defined as 2000 bp upstream and downstream of TSS, overlap of > 200 bp H3K27me3 peaks with the promoter region was considered H3K27me3-enriched

Gradual enrichment of H3K27me3 has been demonstrated in growing oocytes [44]. Using these additional ChIP-seq data sets [44], we next investigated at what stage H3K27me3 peaks were established at the high-confidence H3K27me3-enriched oocyte DEGs by determining the H3K27me3 state at the promoter regions of these genes in post-natal day (P)7 (primary) and P14 (secondary) growing oocytes. None of the 99 high-confidence H3K27me3-enriched oocyte DEGs had H3K27me3 peaks in primary (P7) oocytes, but 83 had H3K27me3 peaks in secondary (P14) oocytes and all 99 DEGs had H3K27me3 in GV and MII oocytes (Fig. 4b; Additional file 2: Table S4). Accordingly, each of these genes was expressed at significantly higher levels in *Eed-hom* compared to *Eed-het* GV oocytes (FDR < 0.05; Fig. 4c). Collectively, these data demonstrate that H3K27me3 was established within the promoters of developmental genes during the window in which all three core components of PRC2 were detected in primary–secondary follicle oocytes and that EED was required for their repression given that these genes were de-repressed in *Eed*-null GV oocytes.

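In the paper's grouping 99 of the 99 high-confidence H3K27me3-enriched DEGs were higher in Eed-hom than in Eed-het oocytes, with a median log2 fold change of 1.37. By the labels 68 were higher (95 adjusted over the list alone), with a median of 1.00. The study chose the list among DEGs of these libraries, so the counts are not independent evidence of direction. Plxnd1, a semaphorin receptor of vascular and axonal guidance, had a log2 fold change of 1.35 (standard error 0.154, adjusted p = 5.91e-07 from edgeR; by the labels 0.99, adjusted p = 0.0087). Ntrk3, the neurotrophin 3 receptor, had one of 1.47 (standard error 0.273, adjusted p = 0.000546), and did not pass by the labels (adjusted p = 0.0651). Fshr, the receptor of follicle-stimulating hormone and a marker of granulosa cells, went from 0.786 ± 0.0803 CPM in Eed-het (SD, n = 4) to 3.09 ± 0.963 in Eed-hom (SD, n = 6), a log2 fold change of 1.95 (standard error 0.304, adjusted p = 6.05e-05; by the labels 1.46, adjusted p = 0.0164). Without single libraries the count by the labels was 33 to 38 (without Eed-het replicate 1, 3, 4 or 5), 40 and 44 (without Eed-hom replicates 5 and 1) and 99 (without Eed-het replicate 2).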

### PRC2 establishment of H3K27me3 at developmental genes is conserved in human oocytes

To understand whether the mouse *Eed* oocyte DEGs were also enriched for H3K27me3 in human oocytes, we examined published H3K27me3 data from human GV oocytes [48], defining promoter regions 2000 bp upstream–2000 bp downstream of the TSS as we did for the mouse data sets. Of 349 *Eed* oocyte DEGs, 37 were excluded as “not conserved in human”, including 25 predicted genes, RIKEN transcripts or pseudogenes (Fig. 4d; Additional file 2: Table S3). Of the 312 remaining *Eed* oocyte DEGs, 132 contained H3K27me3 in their promoters in human GV oocytes (Fig. 4d; Additional file 2: Tables S3, S5). Of the 132 *Eed* oocyte DEGs containing H3K27me3 in human GV oocytes, 79 and 54 also contained H3K27me3 in the mouse MII and GV data sets generated by Liu et al*.* and Zheng et al*.*, respectively (Additional file 2: Table S5 [44, 46]). Moreover, all 132 *Eed* oocyte DEGs identified as H3K27me3-enriched in human were expressed at significantly higher levels in *Eed-hom* compared to *Eed-het* GV oocytes (FDR < 0.05; Fig. 4e). 

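Of the 132 DEGs with H3K27me3 in human GV oocytes, 132 were higher in Eed-hom than in Eed-het mouse oocytes in the paper's grouping (median log2 fold change 1.34) and 96 by the labels (130 adjusted over the list alone, median 0.977). This list too was chosen among DEGs of these libraries, and the counts are not independent evidence of direction. Gli3 rose from 149 ± 79.0 CPM in Eed-het (SD, n = 4) to 437 ± 16.5 in Eed-hom (SD, n = 6), a log2 fold change of 1.57 (standard error 0.184, adjusted p = 9.62e-07 from edgeR; by the labels 1.08, adjusted p = 0.0239). Meioc, a gene of meiotic prophase, had a log2 fold change of 1.22 (standard error 0.192, adjusted p = 6.85e-05; by the labels 1.09, adjusted p = 0.00423). Myh7, a cardiac and slow muscle myosin, went from 0.173 ± 0.143 to 2.23 ± 0.571 CPM (3.56, standard error 0.461, adjusted p = 4.02e-06; by the labels 1.98, adjusted p = 0.0346). Cyp1b1, a cytochrome P450, had a log2 fold change of 0.84 (standard error 0.145, adjusted p = 0.000241; by the labels 0.68, adjusted p = 0.0228). Ccbe1, a gene of lymphatic development, had one of 0.71 (standard error 0.112, adjusted p = 7.8e-05) and did not pass by the labels (adjusted p = 0.0509). The count by the labels was 61, 57, 59 and 55 without Eed-het replicates 1, 3, 4 and 5.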

In common with the lack of nuclear-localised EED or SUZ12 protein in mouse GV oocytes (Fig. 1c), human GV oocytes lack *EED* and *SUZ12* transcripts [48]. Together, with the observation that *Eed* oocyte DEGS are almost exclusively de-repressed with the loss of EED and H3K27me3, these data strongly indicate that H3K27me3 establishment occurs on *Eed* oocyte DEGs prior to the GV stage in both human and mouse growing oocytes.

### *Eed* oocyte DEGs include non-imprinted autosomal, imprinted and X-linked genes

As EED regulates DNA methylation-independent H3K27me3 imprinting in oocytes, we compared the *Eed* oocyte DEGs against a previously published list of 76 putative H3K27me3-imprinted genes [35]. 

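Of the 76 putative H3K27me3-imprinted genes of Table S6, 75 were matched to genes and 30 were expressed at levels that could be tested. Of these 30, 10 were higher in the paper's grouping in Eed-hom than in Eed-het oocytes, and 1 was lower (15 and 1 when adjusted over the list alone). The 10 were Bbx, Bmp7, Rbms1, Sall3, Prox1, Flt1, Gadl1, Enc1, Lrig3 and Smoc1. By the labels 6 were higher and 1 lower (9 and 1 adjusted over the list alone), and the 6 were Bbx, Rbms1, Sall3, Prox1, Flt1 and Gadl1. Flt1, a VEGF receptor, had a log2 fold change of 0.38 (standard error 0.0817, adjusted p = 0.00252 from edgeR; by the labels 0.34, adjusted p = 0.0267), and Gadl1, a decarboxylase, one of 3.03 (standard error 0.456, adjusted p = 3.56e-05; by the labels 2.05, adjusted p = 0.0159). The gene that was lower was Tshz2, a zinc finger homeobox gene, from 66.9 ± 3.56 CPM in Eed-het (SD, n = 4) to 53.15 ± 5.01 in Eed-hom (SD, n = 6). Its log2 fold change was -0.33 (standard error 0.069, adjusted p = 0.00175; by the labels -0.34, adjusted p = 0.00622). The listed genes that were tested were higher more often than the other tested genes, 33.3% against 6.16% in the paper's grouping (odds ratio 7.61, 95% interval 3.17 to 17.1, Fisher's exact test, p = 7.87e-06) and 20% against 2.77% by the labels (odds ratio 8.77, 2.92 to 22.2, Fisher's exact test, p = 0.000157). As the filter passes genes expressed only in Eed-hom, it can raise this share for a list of mostly silent genes. By the labels the count was 2 without Eed-het replicate 3 or 4, 3 without Eed-het replicate 1 or 5 or Eed-hom replicate 1 or 5, and 10 without Eed-het replicate 2.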

Of the 349 *Eed* oocyte DEGs we identified in GV oocytes, five (*Bbx, Bmp7, Rbms1, Sall3* and *Prox1*) were putative H3K27me3 imprinted genes (Fig. 5a; Additional file 2: Table S6). These genes were all expressed at significantly higher levels in *Eed-hom* compared to *Eed-het* GV oocytes (FDR < 0.05; Fig. 5b; Additional file 1: Fig. S4a), demonstrating that EED is required for their repression in oocytes. 

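All 5 genes were higher in Eed-hom than in Eed-het oocytes in the paper's grouping, and all but Bmp7 by the labels. Rbms1, an RNA-binding protein (chromosome 2, 60750193 to 60963192), rose from 4.44 ± 0.928 CPM in Eed-het (SD, n = 4) to 25.3 ± 2.75 in Eed-hom (SD, n = 6), a log2 fold change of 2.4998 (standard error 0.149, adjusted p = 5.56e-12 from edgeR; by the labels 1.56, adjusted p = 0.00888). Sall3, a zinc finger transcription factor (chromosome 18, 80966376 to 80986771), rose from 1.60 ± 1.07 to 12.2 ± 2.11 CPM (2.90, standard error 0.277, adjusted p = 2.97e-08; by the labels 1.60, adjusted p = 0.0411). Bmp7, a bone morphogenetic protein (chromosome 2, 172868012 to 172940321), rose from 4.38 ± 2.40 to 11.9 ± 2.06 CPM in the paper's grouping (1.44, standard error 0.259, adjusted p = 0.000376). Prox1, a homeobox gene of lymphatic and lens development (chromosome 1, 190118035 to 190170714), rose from 0.942 ± 0.0918 to 2.40 ± 0.430 CPM (1.34, standard error 0.27, adjusted p = 0.00135; by the labels 1.05, adjusted p = 0.0399). Bbx, an HMG-box transcription factor (chromosome 16, 50191844 to 50432390), rose from 15.2 ± 2.44 to 25.1 ± 2.51 CPM (0.73, standard error 0.0959, adjusted p = 5.01e-06; by the labels 0.59, adjusted p = 0.00653). The study picked these 5 genes from its DEGs on the same libraries.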

Of interest, analysis of a sperm ChIP-seq data set ​​[47] revealed that all five genes also contained H3K27me3 on the paternal allele, indicating that these genes have similar H3K27me3 signatures in male and female gametes (Additional file 2: Table S3). Of these five genes, paternally biased expression was observed for three in androgenetic morula (*Bbx, Bmp7* and *Rbms1*) and one in blastocysts (*Rbms1*) [35]. Notably, Inoue et al. identified five H3K27me3-imprinted genes (*Gab1, Phf17, Sfmbt2, Slc38a4 and Smoc1*) that maintain paternal-biased expression in the epiblast, visceral endoderm, extraembryonic ectoderm and/or E9.5 placenta [35]. Loss of imprinting at either *Slc38a4* or micro-RNAs within *Sfmbt2* has been functionally associated with placental hyperplasia in SCNT-derived offspring [36, 38]. In addition, *Smoc1* and *Gab1* have also been implicated in this phenotype [37]. However, none of these genes were *Eed* oocyte DEGs (Additional file 2: Table S6).

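Of the 5 genes, 2 were expressed at levels that could be tested in these GV oocytes. Gab1, an adaptor protein of growth factor receptors (chromosome 8, 80764438 to 80880519), was at 2.38 CPM in Eed-het and 3.34 in Eed-hom in the paper's grouping and did not pass the test (log2 fold change 0.48, standard error 0.244, adjusted p = 0.299 from edgeR; by the labels 0.05, adjusted p = 0.958). Smoc1, a secreted calcium-binding protein (chromosome 12, 81026808 to 81186414), stood at 1.16 ± 0.553 CPM in Eed-hom (SD, n = 6) and 0.0973 ± 0.113 in Eed-het (SD, n = 4). It was higher in the paper's grouping (3.54, standard error 0.696, adjusted p = 0.00102) and did not pass by the labels (1.97, standard error 0.653, adjusted p = 0.108). Over the 17 libraries Jade1 (the current symbol of Phf17) had 75 counts in total, Slc38a4 55 and Sfmbt2 41, so these genes fell below the filter on low counts and were not tested.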

**Fig. 5:**
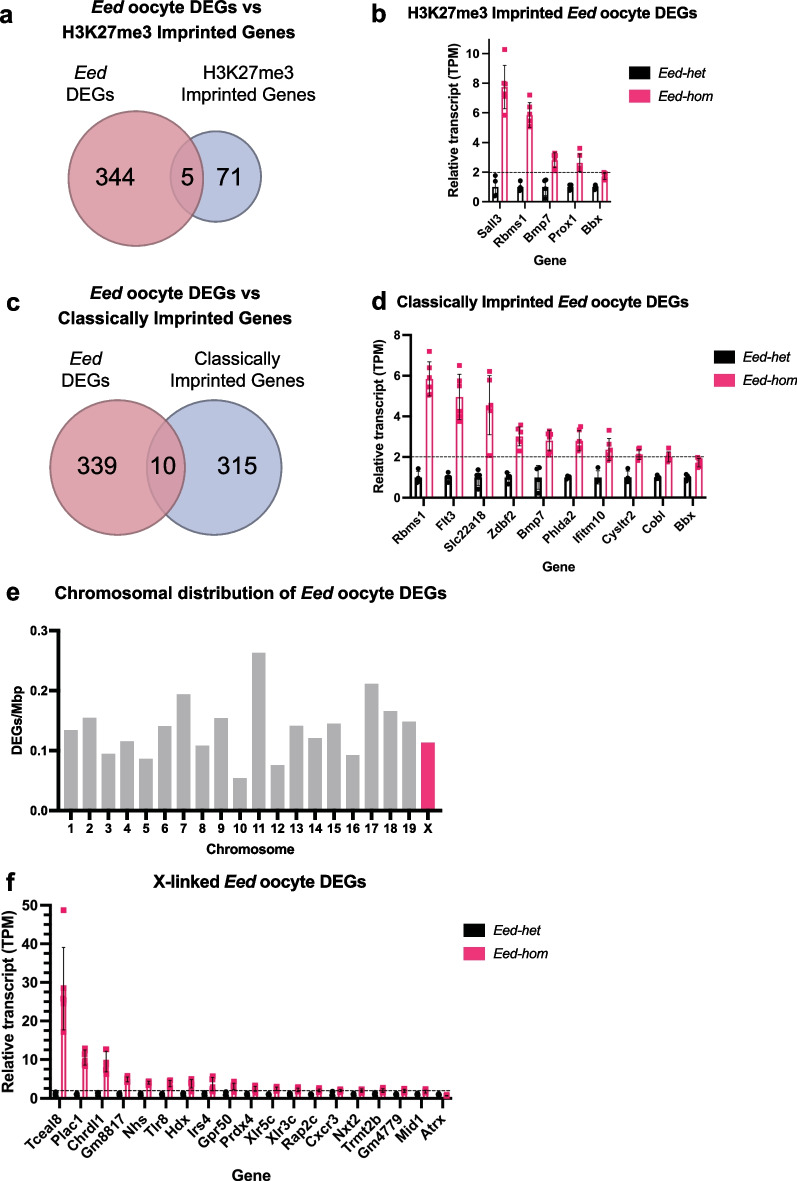
EED is required for repressing a wide range of genes in growing oocytes that are not canonically or non-canonically imprinted or X-linked genes **a** Venn diagram comparing *Eed* oocyte DEGs against putative H3K27me3 imprinted genes [35]. **b** Expression of putative H3K27me3-imprinted *Eed* oocyte DEGs in *Eed-hom* oocyte relative to *Eed-het*. Data represent the mean transcripts per million (TPM), with *Eed-het* mean set to 1.0. **c** Venn diagram comparing *Eed* oocyte DEGs against known or predicted classically imprinted genes [49, 50]. **d** Expression of known or predicted classically imprinted *Eed* oocyte DEGs in *Eed-hom* oocyte relative to *Eed-het*. Data represent the mean transcripts per million (TPM), with *Eed-het* mean set to 1.0. **e** graphical representation of *Eed* oocyte DEGs per mega base vs chromosome for autosome and the X-chromosome. **f** Expression of X-linked *Eed* oocyte DEGs in *Eed-hom* oocyte relative to *Eed-het*. Data represent the mean transcripts per million (TPM), with *Eed-het* mean set to 1.0

In order to determine whether any *Eed* oocyte DEGs were imprinted genes, we also compared the 349 *Eed* oocyte DEGs to 325 known or predicted classically imprinted genes in mice [49, 50]. Ten *Eed* oocyte DEGs were identified as imprinted genes (FDR < 0.05; Fig. 5c; Additional file 2: Table S6; *Zdbf2, Ifitm10, Phlda2, Rbms1, Bmp7, Bbx, Flt3, Slc22a18, Cobl* and *Cysltr2*). 

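Of the classically imprinted genes of Table S6, of which the copy used here holds 324 of the 325 that the paper gives, 281 were matched to genes and 138 could be tested. Eed-hom oocytes had 20 of them higher than Eed-het oocytes in the paper's grouping (23 higher and 1 lower when adjusted over the list alone), and by the labels 11 (15 adjusted over the list alone). The 10 genes Zdbf2, Ifitm10, Phlda2, Rbms1, Bmp7, Bbx, Flt3, Slc22a18, Cobl and Cysltr2 were among the 20, and 8 of them among the 11, without Zdbf2 and Bmp7. Zdbf2, a zinc finger gene expressed from the paternal allele (chromosome 1, 63273265 to 63314576), rose from 6.13 ± 0.873 CPM in Eed-het (SD, n = 4) to 18.2 ± 3.17 in Eed-hom (SD, n = 6), a log2 fold change of 1.55 (standard error 0.131, adjusted p = 3.31e-09 from edgeR; by the labels 0.86, adjusted p = 0.069). Cobl, an actin nucleator (chromosome 11, 12236608 to 12464960), rose from 45.9 ± 5.04 to 88.3 ± 8.15 CPM (0.95, standard error 0.0921, adjusted p = 4.21e-08; by the labels 0.75, adjusted p = 0.00383). Phlda2, a maternally expressed gene that limits placental growth (chromosome 7, 143501545 to 143503150), had a log2 fold change of 1.43 (standard error 0.167, adjusted p = 8.86e-07; by the labels 1.07, adjusted p = 0.00747), and its neighbour Slc22a18 one of 2.13 (standard error 0.331, adjusted p = 5.79e-05; by the labels 1.98, adjusted p = 0.000846). Flt3, a receptor of haematopoietic progenitors (chromosome 5, 147330741 to 147400489), had one of 2.22 (standard error 0.347, adjusted p = 6.16e-05; by the labels 1.58, adjusted p = 0.019). Cysltr2 and Ifitm10 had log2 fold changes of 1.03 (standard error 0.13, adjusted p = 2.68e-06) and 1.19 (standard error 0.232, adjusted p = 0.000982), and passed by the labels as well. Of the other 10 called in the paper's grouping, Stx16, a syntaxin, had one of 0.64 (standard error 0.117, adjusted p = 0.000491), and did not pass by the labels (adjusted p = 0.321). By the labels the count was 21 without Eed-het replicate 2 and 7 without Eed-het replicate 3 or 5 or Eed-hom replicate 1.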

As with the putative H3K27me3-imprinted genes, these were all upregulated in *Eed-hom* oocytes (Fig. 5d; Additional file 1: Fig. S4b) indicating that EED is required to silence these genes in oocytes. Analysis of the sperm data set ​​[47] revealed that all of these genes contained H3K27me3 on the paternal allele in sperm and three of these genes (*Bbx, Bmp7* and *Rbms1*) were also included on the H3K27me3-imprinted gene list (Additional file 2: Table S3). In human GV oocytes *Bmp7, Sall3, Prox1, Zdbf2, Phlda2, Flt3* and *Ifitm10* also carried H3K27me3, but *Bbx, Rbms1, Cysltr2* and *Slc22a4* did not.

In mice, X-inactivation is initiated after fertilisation from the 2–4 cell stage and is restricted to the paternal X-chromosome in pre-implantation offspring prior to the establishment of random X-inactivation in embryonic cells after implantation. While PRC2 regulates X-inactivation in pre-implantation embryos and somatic cells of post-implantation embryos, the inactive X is reactivated in XX primordial germ cells and both X-chromosomes are active in growing oocytes [51–53]. To determine whether there was any bias in gene silencing across the autosomes and the X-chromosome in EED-deficient oocytes we determined the relative representation of the *Eed* oocyte DEGs across all chromosomes. However, the representation of the oocyte DEGs across the autosomes and X-chromosome was similar, with 19 of 349 genes X-located and no substantial bias towards the X-chromosome or particular autosomes (Fig. 5e; Additional file 2: Table S7). 

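Of the 512 tested X-linked genes 56 were DEGs in the paper's grouping, 44 higher and 12 lower, which is 10.9% against 7.32% of tested autosomal genes (odds ratio 1.55, 95% interval 1.15 to 2.07, Fisher's exact test, p = 0.00349). By the labels 22 X-linked genes were DEGs, 20 higher and 2 lower, or 4.3% against 3.11% (odds ratio 1.40, 0.861 to 2.17, Fisher's exact test, p = 0.154), which did not pass the test. Without the library labelled Eed-het replicate 2 the odds ratio was 1.51 (51 genes, Fisher's exact test, p = 0.00781), and with no filter on low counts it did not pass in the paper's grouping (1.255, Fisher's exact test, p = 0.103). Among the autosomes in the paper's grouping the share of DEGs ran from 4.78% on chromosome 8 to 10.4% on chromosome 18, where 37 of 355 tested genes were DEGs.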

As with most genes on the autosomes, of the 19 X-linked genes identified, 18 were expressed at higher levels in *Eed-hom* compared to *Eed-het* GV oocytes (FDR < 0.05; Fig. 5f; Additional file 1: Fig. S4c) demonstrating that EED and H3K27me3 contribute to silencing individual X-linked genes in the absence of X inactivation in oocytes.

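Among the X-linked DEGs, Chrdl1, a BMP antagonist (chromosome X, 143285674 to 143394262), stood at 26.8 CPM in Eed-hom and 2.99 in Eed-het in the paper's grouping, a log2 fold change of 3.18 (standard error 0.268, adjusted p = 3.31e-09 from edgeR; by the labels 2.04, adjusted p = 0.00681). Plac1, a gene of trophoblast (chromosome X, 53069995 to 53240111), rose from 0.936 ± 0.242 CPM (SD, n = 4) to 9.376 ± 1.503 (SD, n = 6), a log2 fold change of 3.33 (standard error 0.218, adjusted p = 3.54e-11; by the labels 2.07, adjusted p = 0.0047). It was picked after its values were seen. Rap2c, a small GTPase, had a log2 fold change of 0.96 (standard error 0.133, adjusted p = 1.04e-05; by the labels 0.84, adjusted p = 0.00365). Trmt2b, a transfer RNA methyltransferase, had one of 0.94 (standard error 0.193, adjusted p = 0.00163) and did not pass by the labels (adjusted p = 0.119). Xlr3c, whose near-identical copies can share reads and make its value uncertain, had one of 1.08 (adjusted p = 0.000976; by the labels adjusted p = 0.404). Bcor and Bcorl1, subunits of a variant PRC1, had log2 fold changes of 0.54 (standard error 0.134, adjusted p = 0.0101) and 0.21 (standard error 0.0592, adjusted p = 0.0286), and did not pass by the labels (adjusted p = 0.0782 and 0.0975). Tspan6 and Gk did not pass in the paper's grouping, with log2 fold changes of 0.96 (adjusted p = 0.172) and -0.12 (adjusted p = 0.279).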

Together, these data indicated that of the 349 *Eed* oocyte DEGs identified, 12 were imprinted genes, 19 were located on the X-chromosome and the remaining 328 were non-imprinted autosomal genes, many of which are known to regulate development.

### LINE-1 transposable elements were not de-repressed in *Eed*-null oocytes

Previous studies have proposed and/or demonstrated a link between H3K27me3 and the repression of transposable elements (TEs) in foetal germ cells and embryonic stem cells when DNA methylation levels are low during epigenetic reprogramming [54–57]. To determine whether the transcription of transposable elements was affected in oocytes lacking EED, we demasked repeat sequences in our RNA-seq data and analysed the expression of LINE-1 (L1) elements. The total input reads indicated that similar percentages of L1 element reads were aligned in *Eed-hom*, *Eed-het* and *Eed-wt* oocytes (Additional file 1: Fig. S5a). Moreover, regardless of whether elements were mapped uniquely or multi-mapped, read totals indicated similar expression levels for L1s in oocytes of all genotypes (Additional file 1: Fig. S5b). Analysis of the extent to which multiple reads occurred revealed that the majority of reads mapped 1, 2 or 3 times (accounting for ~ 80% of all reads), while around 10% mapped 4–5 times and the remaining reads mapped 5–20 times, with no differences in mapping between genotypes (Additional file 1: Fig. S5c). Principal component analysis revealed overlapping clusters for samples for all genotypes and no differentially expressed L1 elements were identified based on a threshold of FDR < 0.05 (Fig. 6A, B). Together these data indicate that loss of H3K27me3 in GV oocytes did not substantially alter L1 expression.

**Fig. 6:**
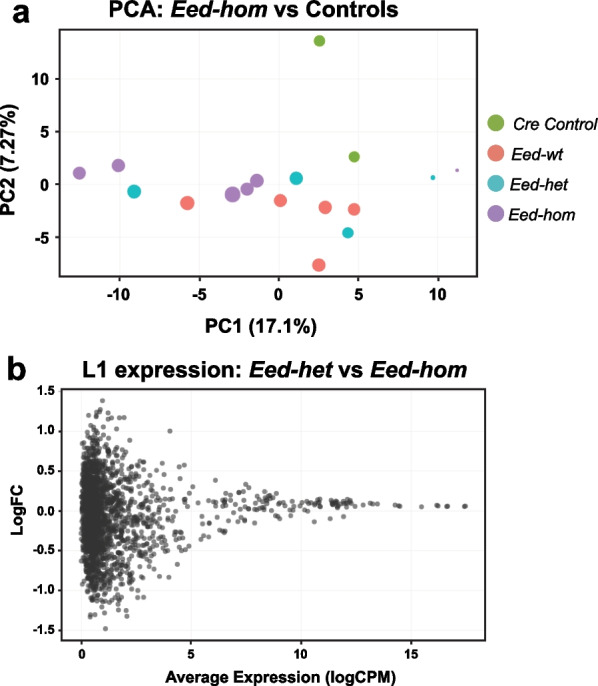
Loss of *Eed* in growing oocytes did not impact expression of LINE-1 transposons. **a** Principal Component Analysis (PCA) of RNA-seq data for L1 elements in *Eed-hom* (*n* = 6) vs *Eed-het* (*n* = 4), *Eed-wt* (*n* = 5) and *Eed-wt Cre* (*n* = 2) controls. **b** Differential expression analysis of L1 elements for *Eed-het* versus *Eed-hom* females

### *Eed* oocyte DEGs were not dysregulated in pre-implantation embryos

Our observations revealed a highly specific window during which all three components of PRC2 were present in primary–secondary oocytes and identified a role for EED in establishing H3K27me3 on a wide range of developmentally important genes in primary–secondary follicle oocytes. As > 95% of these genes are not known to regulate oocyte development, yet EED is required for their repression in oocytes, we proposed that loss of EED-dependent repression of these genes in oocytes may result in their de-repression in pre-implantation embryos. To determine if this was the case we re-analysed RNA-seq data from morula and blastocysts derived from *Gdf9Cre Eed*-null [33] and *Zp3Cre Eed*-null oocytes [34]. The *Eed-*deleted oocyte-derived morulae contained 128 DEGs (P < 0.05, all with FDR ~ 1.0; Additional file 2: Table S8) and the blastocysts contained 400 DEGs (P < 0.05; FDR < 0.05; Additional file 2: Table S9) compared to their *Eed*-*wt* oocyte-derived counterparts. Although all genes identified in morulae from *Eed-wt* and *Eed-hom* oocytes had an FDR > 0.05, of the 128 genes identified with a p < 0.05, six were *Eed* oocyte DEGs including *Plxnd1, Tceal8, Rap2c, Bbx, Xlr3c* and *Trmt2b* (Additional file 1: Fig. S6). In addition, five *Eed* oocyte DEGs were dysregulated in blastocysts (*Chrdl1, Lonrf2, Trim6, Cyp1b1* and *Ccbe1*; Additional file 1: Fig. S3). With the exception of *Tceal8* and *Bbx*, all were downregulated in pre-implantation embryos derived from *Eed-*null oocytes (Additional file 2: Tables S8-S9). Only two genes were commonly downregulated in the morulae and blastocyst data sets (*Tspan6* and *Gk*) and no genes were dysregulated in all three data sets (Additional file 1: Fig. S3). Similarly, there were no genes in the morula DEGs and only seven genes (*Zfpm2, Pax9, Tbx4, Foxc2, Atoh8, Msx1* and *Vsx1*) in the blastocyst DEGs that were common with 209 genes identified as direct Polycomb target transcription factors in ESCs (Additional file 2: Table S10; [20]).

To determine whether H3K27me3 was maintained at *Eed* oocyte DEGs in pre-implantation embryos, we used CUT&RUN data revealing the H3K27me3 state on the maternal and paternal alleles in morula stage embryos (Additional file 2: Table S3) [33]. Six *Eed* oocyte DEGs contained H3K27me3 on the maternal, but not the paternal allele in morula. Of the remaining 343 *Eed* oocyte DEGs, 322 were devoid of H3K27me3 on both the maternal and paternal alleles. The maternal and paternal alleles were not distinguishable for 21 genes in the source data set [33]. These data indicate that H3K27me3 is normally cleared from the vast majority of *Eed* oocyte DEGs in morula stage embryos.

## Discussion

In this study, we identified a discrete period during which all three core components of PRC2 co-localised to the nucleus in primary–secondary follicle oocytes, that H3K27me3 was established on a wide range of developmental genes in this window and that EED was required to repress these genes in GV oocytes. This transient activity of PRC2 facilitated H3K27me3 establishment on a wide range of *Eed* oocyte DEGs immediately prior to DNMT3L upregulation, indicating that EED-dependent programming precedes de novo DNA methylation and that epigenetic programming is highly temporally and spatially regulated during oocyte growth. As many of the same genes were marked by EED-dependent H3K27me3 in mouse and human GV oocytes, the role of PRC2 appears to be conserved in human and mouse oocytes. These findings broaden the understanding of the temporal, spatial and functional activity of PRC2 in the female germline.

The *Eed* oocyte DEGs identified included five H3K27me3 imprinted and seven classically imprinted genes (three of the classically imprinted genes detected were also listed as H3K27me3 imprinted genes). However, the vast majority of *Eed* oocyte DEGs were not known imprinted loci, but included many genes known to regulate cell differentiation during foetal development. Despite this, the *Eed* oocyte DEGs identified were not over-expressed in pre-implantation offspring and lost H3K27me3 during pre-implantation development. While the significance of PRC2 regulation of these genes requires further investigation, previous studies revealed that loss of EED in the oocyte affects early development and post-natal outcomes in opposing ways: offspring from *Eed-*null oocytes exhibit both placental and offspring growth restriction at E10.5 [33], but were subsequently overgrown by early post-natal stages [40]. While the mechanisms remain unclear, the collective data indicate that PRC2 acts at multiple levels of oocyte growth and pre-implantation development to modulate outcomes in offspring.

In previous studies, there has been a significant focus on PRC2 as a maternal factor complex that regulates aspects of pre-implantation development, including X-inactivation [31–34, 58]. In this study, we detected EZH2 in oocytes from the primordial follicle stage through to the SN GV oocyte stage, whereas SUZ12 and EED were only identified within primary and secondary follicle stage oocytes. Since all three components are required for PRC2 methyltransferase activity [9–12], this identifies a discrete window in primary–secondary follicle oocytes during which PRC2 has the capacity to catalyse methylation of H3K27. While proteins for EED or SUZ12 were not detected in association with chromatin of GV and MII oocytes in our study, all three proteins were robustly detected in both maternal and paternal pronuclei 12 h post-fertilisation, highlighting a role for maternally inherited PRC2 in zygotes. As SUZ12, EED and EZH2 proteins were detected in MII oocytes using western blots in previous studies [41, 42], it is likely that a maternal supply of protein resides in the cytoplasm but is difficult to detect using IF. However, as *Eed* and *Suz12* were also transcribed at high levels in GV oocytes, post-transcriptionally regulated maternal RNA for *Eed, Suz12* and *Ezh2* may be inherited via the oocyte and translated after fertilisation to facilitate the enrichment of PRC2 in the maternal and paternal pronuclei of zygotes. Regardless of the mode of inheritance, these observations suggest that PRC2 has distinct activities that differentially impact epigenetic regulation in growing oocytes and pre-implantation development in offspring.

Consistent with this, loss of EED in the oocyte affected different gene sets in oocytes and in pre-implantation offspring. While < 5% of *Eed* oocyte DEGs were imprinted genes, the vast majority were not imprinted and many were associated with post-implantation cell differentiation and tissue development. Moreover, although EED was required for the repression of these genes in oocytes, very few *Eed* oocyte DEGs were dysregulated in morula and blastocysts derived from *Eed-*null oocytes, and H3K27me3 was lost on these genes during pre-implantation development. While this is consistent with previous findings that many developmental genes lose H3K27me3 during pre-implantation development [44], it also indicates that their repression at this stage does not require H3K27me3. Despite this, PRC2 is required in the oocyte for regulating a large cohort of genes in pre-implantation embryos that are distinct from the *Eed* DEGs identified here, and are dysregulated when *Eed* is deleted in oocytes. Thus, while EED is required for enriching H3K27me3 and repressing a large cohort of developmental genes in primary–secondary oocytes, it also regulates a distinct set of genes in pre-implantation embryos. Therefore, PRC2 functions both to epigenetically programme a wide range of imprinted and non-imprinted genes in oocytes and acts as a maternal factor in the zygote.

Our data indicates that H3K27me3 was established in the promoters of *Eed* oocyte DEGs immediately before the onset of DNA methylation, raising the possibility that H3K27me3 could influence the establishment of other epigenetic modifications in oocytes. While H3K27me3 and DNA methylation are generally mutually exclusive [44], H3K36me3 coincides with DNA methylation in oocytes [59] and H3K36me3 deposition increases in regions that subsequently acquire DNA methylation in oocytes [60]. Further, while loss of H3K36me3 in oocytes results in ectopic H3K27me3 deposition in oocytes [59], it is not known whether H3K36me3 is altered in oocytes following the loss of H3K27me3. As the relationship between DNA methylation/H3K36me3 and H3K27me3 is antagonistic, a potential role of H3K27me3 in oocytes may be to act as a “place-keeper” that ensures the promoters of EED-dependent oocyte genes are not subject to other forms of epigenetic alteration (Fig. 7), such as DNA methylation or H3K36 methylation [59]. Such an effect may be similar to that proposed for H3K27me3 in protecting regions from DNA methylation during sperm maturation [47] and may explain both the enrichment of H3K27me3 on genes that regulate foetal development and why H3K27me3 is cleared from these genes during pre-implantation offspring development.

**Fig. 7:**
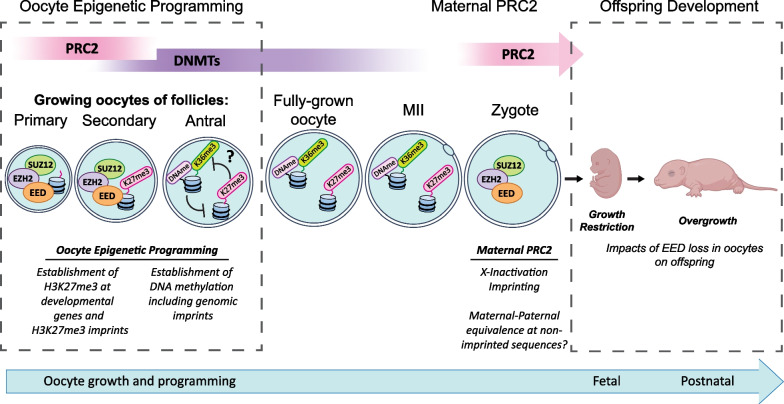
Summary of PRC2 functions during oocyte growth and maturation and pre-implantation development. All three essential components of PRC2 are present in growing oocytes only at the primary to secondary stages and establish H3K27me3 on H3K27me3-imprinted genes and a wide range of developmental genes, potentially programming *Eed* oocyte DEG expression in offspring. As this activity immediately precedes de novo DNA methylation, we propose that H3K27me3 established prior to DNA methylation may act as a “place-keeper” protecting developmental genes from modifications such as H3K36me3 and/or DNA methylation. Cytoplasmic PRC2 proteins and/or mRNA are inherited via the mature oocyte and regulate pre-implantation development, including X-inactivation, H3K27me3-dependent imprinting [31, 34, 35] and establishment of maternal–paternal equivalence at non-imprinted sequences. Loss of PRC2 in the oocyte leads to embryo growth restriction [33] but offspring are ultimately overgrown immediately after birth [40]

As transient PRC2 activity occurs early during oocyte growth and immediately precedes DNMT activity [61], it is reasonable to speculate that in the absence of H3K27me3 *Eed* oocyte DEGS may accumulate H3K36 and subsequent DNA methylation. Aberrant establishment of DNA methylation in *Eed-*null oocytes may then contribute to developmental outcomes in subsequent offspring. To our knowledge, no study has directly measured the impact of maternal PRC2 deletion on global DNA methylation within the oocyte. Inoue et al*.* observed that classically imprinted gene expression was normal in maternal *Eed-*null embryos and concluded that DNA methylation establishment at classically imprinted genes was not impacted by *Eed* deletion [33]. However, this does not exclude the possibility that H3K27me3 protects other regions from establishing DNA methylation in oocytes, particularly the oocyte DEGs identified in this study and other H3K27me3-enriched genes identified in other studies [33, 35, 44, 46]. Further work is therefore required to determine the potential impact of H3K27me3 loss in primary–secondary oocytes on the broader epigenetic landscape of mature oocytes.

The potential for H3K27me3 to guide the epigenetic state of target genes in oocytes is of interest, as using this model we previously observed post-natal overgrowth in offspring derived from oocytes lacking EED [40]. However, another study showed that E10.5 embryos from *Eed*-null oocytes were growth-restricted [33], indicating that loss of EED in oocytes differentially impacts embryonic and offspring growth. Placental hyperplasia has been attributed to the loss of H3K27me3-dependent imprinting at a small number of genes in mice derived by SCNT [36–38], but is considered to be a placental effect. While this could lead to large offspring from oocytes lacking EED, it is yet to be observed in a model with oocyte-specific *Eed* deletion and does not explain why early embryos were smaller. One explanation could be that loss of maternal PRC2 in the zygote and early pre-implantation embryo hampers early development. However, an alternative explanation is that EED and H3K27me3-dependent programming of developmental genes in growing oocytes may also affect offspring growth and development through an as-yet-undefined epigenetically inherited mechanism, such as altered DNA methylation.

Finally, previous studies have demonstrated a link between H3K27me3 and repression of repetitive sequences when DNA methylation levels are low, including in male and female foetal germ cells and embryonic stem cells [55–57]. However, we did not observe any change in L1 expression in GV oocytes. With the obvious caveat that these sequences may have been repressed by other epigenetic modifications such as DNA methylation in growing oocytes, our data indicate that PRC2 is dispensable for repressing L1 sequences, and possibly other repetitive sequences in GV oocytes.

## Conclusions

In summary, we provide evidence that PRC2 acts transiently to establish H3K27me3 on a wide range of developmental genes in primary–secondary follicle oocytes and that this activity is required for the repression of these genes in fully grown oocytes. As this activity precedes DNA methylation, and loss of H3K36me3 allows inappropriate spreading of H3K27me3 in oocytes, it seems likely that loss of H3K27me3 will affect other epigenetic programming events in oocytes. Moreover, as the transient activity of PRC2 in primary to secondary oocytes is distinct from the established maternal factor activity of PRC2 in pre-implantation embryos, and different gene sets are affected in oocytes and in pre-implantation embryos, these activities of PRC2 have distinct developmental consequences in offspring. Finally, as common genes are targeted for H3K27me3 enrichment in both mouse and human oocytes, understanding the activity of PRC2 during the growth of murine oocytes is likely to provide insight not only into non-genetic inheritance, but also for determining how altered PRC2 activity in oocytes affects human health.

## Methods

### Mouse strains, animal care and ethics

Mice were housed at Monash Medical Centre Animal Facility using a 12-h light–dark cycle as previously reported [40]. Food and water were available ad libitum with room temperature maintained at 21–23 °C with controlled humidity. All animal work was undertaken in accordance with Monash University Animal Ethics Committee (AEC) approvals. Mice were obtained from the following sources: *Zp3Cre* mice (C57BL/6-Tg 93knw/J; Jackson Labs line 003,651, constructed and shared by Prof Barbara Knowles [62]), *Eed* floxed mice (*Eed*^fl/fl^) (B6; 129S1-*Eed*tm1Sho/J; Jackson Labs line 0,022,727; constructed and shared by Prof Stuart Orkin [63]. The *Eed* line was backcrossed to a pure C57BL6/J and shared with us by Associate Professor Rhys Allen and Professor Marnie Blewitt, Walter and Eliza Hall Institute for Medical Research, Melbourne.

### Genotyping

All animals were genotyped via ear punch at weaning by Transnetyx (Cordova, TN) using real-time PCR assays (details available upon request) designed for each gene as described previously [40].

### Collection, antibody incubation and detection of ovaries for immunofluorescence

Ovaries for immunofluorescence (IF) were fixed in 4% paraformaldehyde (PFA) overnight at 4 °C. Samples were then washed in PBS and processed through 70% ethanol and embedded in paraffin blocks, sectioned at 5 μm and transferred to Superfrost™ Plus slides (Thermo Fisher). Antigen retrieval was performed using DAKO citrate buffer (pH 6.0) at 98 °C for 30 min, and non-specific binding was blocked in PBS containing 5% BSA and 10% donkey serum for 1 h at RT. The blocking solution was replaced with PBS containing 0.1% Triton X-100 (PBSTX) and appropriately diluted primary antibodies (Supp. Materials and Methods) and incubated overnight (o/n) at 4 °C. Slides were washed in PBS and incubated with PBSTX containing secondary antibody for 1 h at RT. After the final washes in PBS, slides were rinsed in distilled H2O, mounted in DAPI ProLong Gold® and dried overnight. Fluorescence was detected using the VS120 Slide Scanner and quantified using QuPath Image Analysis Software (QuPath). Background fluorescence in the oocyte cytoplasm was removed from the nuclear intensity. When comparing control versus experimental groups, the control mean was set to 1.0.

### Collection of oocytes and pre-implantation embryos for immunofluorescence

Ovaries were punctured using 30 G needles to release oocytes. GV oocytes were partially denuded mechanically using a narrow-bore glass pipette. For MII oocyte and zygote collections, females were injected with 5 international units (IU) of pregnant mare serum gonadotropin (PMSG) followed by human chorionic gonadotropin (hCG; 48-h interval) and in the case of zygote collections were bred to C57BL/6 males. MII oocytes or zygotes were removed from the ampulla and denuded in M2 media containing hyaluronidase (0.3 mg/ml). Samples were fixed in 4% PFA containing 2% Triton X-100 for 30 min at RT. Samples were then washed in PBS containing 0.1% Tween, 0.01% Triton X-100 and 1% BSA (PBST-BSA) and stored in PBST-BSA.

### Oocyte and zygote whole-mount immunofluorescence

GV, MII oocytes and zygotes were blocked in PBST-BSA containing 10% donkey serum for 1 h at RT. The solution was then replaced with PBST-BSA containing appropriately diluted primary antibodies (Supp. Materials and Methods) and incubated o/n at 4 °C. Samples were washed in PBST-BSA and then incubated in PBST-BSA containing secondary antibodies (Supp. Materials and Methods) for 4 h (GVs) or 1 h (MII and zygote) in the dark at RT. After washing with PBST-BSA, samples were incubated with Hoechst 33342 (500 µg/ml) or DAPI (100 µg/ml) for 1 h at RT, washed and stored in PBST-BSA until imaging. Fluorescence was detected using the Nikon C1 inverted confocal microscope, and signal intensity was quantified using ImageJ. Background fluorescence levels were measured in the cytoplasm and removed from nuclear intensity, with the control mean set to 1.0 for comparisons.

### Collection of oocyte RNA and RNA-sequencing

Cumulus-oocyte complexes (COCs) were collected from 8- to 12-week-old female mice and transferred to M2 media. Oocytes were denuded mechanically with a narrow-bore glass pipette and incubated with M2 media containing 5 μg/mL Hoechst 33342 for 10 min at 37 °C. GV oocytes were then scored as either surrounded nucleolus (SN), or non-surrounded nucleolus (NSN) based on Hoechst staining. SN oocytes were then collected, frozen on dry ice and stored at -80 °C until RNA extraction. Ten to fifteen oocytes isolated from each female were pooled, and total RNA was isolated using the Agencourt RNAdvance Cell V2 extraction kit. High-quality RNA (RIN > 7.5) was used for library preparation (> 1.2 ng total RNA) using the Nugen Trio Library protocol, MU01440V2; 2017. 75 bp single-end sequencing was carried out on 4–6 libraries/genotype using Illumina NextSeq500 High output mode and v2.5 chemistry (Illumina Protocol 15,046,563 v02, Mar 2016) to collect > 25 M reads per sample.

### RNA-sequencing data analyses

Adaptor and low-quality sequences in raw sequencing reads were trimmed using AdaptorRemovel [64] (v2.2.1) with the following parameters: –trimns –trimqualities –minquality 20 –minlength 35. Clean reads were mapped to the mouse reference genome (GRCm38) using STAR [65] (v2.5.3a) with default settings. Raw counts for mouse reference genes (ensembl-release-93) were calculated using featureCounts [66] (v1.5.2) based on mapped bam files with the following parameters: -Q 10 -s 2. “Voom” method was used to estimate the mean–variance relationship and generate precision weights for samples, and then differential gene expression analysis was carried out using R package. Differential gene expression analysis was carried out using R package “limma” [67] with “treat” function with parameter as “lfc = log(1.2)”. Statistically significantly differentially expressed genes were identified using “FDR < 0.05”. Gene ontology (GO) enrichment analysis for significantly differentially expressed genes was carried out using The Database for Annotation, Visualisation and Integrated Discovery (DAVID) with the following settings: GO term level 3, minimum gene count 5, and FDR < 0.05 [68].

### Analyses of genome-wide H3K27me3 distribution and H3K27me3 data sets in oocytes

*Eed* GV DEGs were compared to publicly available H3K27me3 ChIP-seq, CUT & RUN and CUT & TAG data sets of oocytes, sperm and pre-implantation embryos. The data sets used are summarised in Supp. Materials and Methods.

For the data set from Zheng et al*.* [44] (GSE76687), processed files including whole genome scale broad H3K27me3 peaks were downloaded and used for the comparison. For the data set from Liu et al*.* [46] (GSE73952), H3K27me3 states of the promoter regions of mouse reference genes were retrieved from Additional file 2: Table S1 of the paper and used for the comparison. For the data set from Erkek et al*.* [47] (GSE42629), raw sequencing data were downloaded and then adaptor and low-quality sequences were trimmed using bbduk (v38.94). Clean reads were mapped to the mouse reference genome (mm9) using bowtie2 [69] (v2.4.4) with default settings. H3K27me3 peaks were identified using MACS2 [70] (v2.1.1) with the following parameters: -g 1.87e9 –nomodel –broad -q 0.05. For the data set from Inoue et al*.* [33] (GSE116713), bigwig format files were downloaded and converted to bedGraph format using “bigWigToBedGraph” from UCSC utilities, and then H3K27me3 peaks were called using MACS2 (v2.1.1) based on the bedGraph files with the following parameter: -c 1.3 (equivalent to P value < 0.05). For the human data set from Xia et al*.* 2019 (GSE124718), processed files including whole genome scale broad H3K27me3 peaks were downloaded and used for the comparison [48].

This comparison took the 349 *Eed* GV DEGs and asked whether their promoters (defined as 2 Kb up- or downstream of TSS to be consistent with Liu et al*.* 2016) overlapped with H3K27me3 peaks (> 200 bp overlap) in the above-mentioned publicly available H3K27me3 ChIP or CUT & RUN data sets. For the human data set from Xia et al. 2019 (GSE124718), human orthologous genes of mouse 349 *Eed* GV DEGs were identified and used for the comparison.

### Statistical analyses

GraphPad Prism 9 was used for statistical analysis and to graph data sets. As appropriate, parametric Student’s *t* tests or ANOVA or nonparametric equivalents as indicated in figure legends.

## Supplementary Information

**Additional file 1: Fig. S1:** Zp3Cre-mediated Eed deletion results in loss of EED in oocytes from the primary follicle stage in Eed-hom females. Representative images of EED (red) immunofluorescence analysis in primary (top), secondary (middle) and antral (bottom) follicles in females producing *Eed*-wt and *Eed*-hom oocytes. a. shows widefield follicle images and b. shows magnified images of the area inside the white squares containing the oocyte nucleus. Lamin B1 (green) marks the nuclear lamina and delineates the edge of the oocyte nucleus in b. DAPI (blue) shows DNA in somatic cells. Images are representative of two ovaries from three biological replicates. Scale bars: 20 μm. **Fig. S2:** Deletion of *Eed *in oocytes moderately increased the rate of Surrounded Nucleolus (SN) GV oocytes compared to Non-Surrounded Nucleolus (NSN) GV oocytes. Percentage of SN (left) and NSN (right) GV oocytes obtained from *Eed*-wt, *Eed*-het, and *Eed*-hom females during oocyte collections. *P < 0.05, one-way ANOVA plus Tukey’s multiple comparisons test, N = 7 *Eed*-wt, 5 *Eed*-het and 7 *Eed*-hom females. Error bars represent mean ± standard deviation. **Fig. S3:** Loss of *Eed *in growing oocytes did not impact the transcription of genes encoding other core PRC2 subunits, PRC1 core components or DNMTs. Expression of core (a) PRC2 and (b) PRC1 components, and (c) DNMTs in *Eed*-wt, *Eed*-het and *Eed*-hom oocytes. Data represent the mean transcripts per million reads (TPM) for each gene from N = 5 *Eed*-wt, 4 *Eed*-het and 6 *Eed*-hom females. FDR < 0.05 for *Eed* only, error bars represent mean ± standard deviation. **Fig. S4:** *Eed* deletion results in up-regulation of a subset of imprinted and X-linked genes in *Eed*-hom GV oocytes. Expression of core (a) putative H3K27me3-imprinted (b) classically imprinted, and (c) X-linked *Eed* oocyte DEGs in *Eed*-het and *Eed*-hom oocytes. Data represent the mean transcripts per million reads (TPM) for each gene from N = 5 *Eed*-wt, 4 *Eed*-het and 6 *Eed*-hom females. For classically imprinted and X-linked genes, expression levels were highly varied across some genes and have therefore been graphed for genes with low (TPM < 1), medium (TPM 1 to 5) or high (TPM > 5) expression. For all genes FDR < 0.05 in *Eed*-hom vs *Eed*-het oocytes, Error bars represent mean ± standard deviation. **Fig. S5**: Loss of *Eed* in growing oocytes did not impact expression of LINE-1 transposons. (a) Percentages of total input reads which aligned to a LINE-1 (L1) element. (b) Number of reads which map to unique and multiple L1s. (c) Proportions of reads according to the number of sites mapped to per read, to a maximum of 20. For (a-c), data represent individual replicates from *Eed*-wt (n = 5), *Eed*-wt Cre (n = 2), *Eed*-het (n = 4) and *Eed*-hom (n = 6) females. **Fig. S6**: *Eed *oocyte DEGs were not dysregulated in pre-implantation embryos. Venn Diagram comparing *Eed* oocyte DEGs against DEGs identified in *Eed* maternal null morula and blastocyst embryos. Six genes (*Plxnd1, Tceal8, Rap2c, Bbx, Xlr3c* and *Trm2b*) were common in oocytes and morula embryos, five genes (*Chrdl1, Lonrf2, Trim6, Cyp1b1* and *Ccbe1*) were common in oocytes and blastocyst embryos, and two genes (*Tspan6* and *Gk*) were common in morula and blastocyst embryos. For full DEG lists see Tables S1, S6 and S7. Morula and Blastocyst data sets were generated by analysis of published raw data sets (Manuscript References [33, 34).

**Additional file 2:** Excel file containing a Summary of all Supplementary tables and sheets containing individual Supplementary Tables.

## Data Availability

With exception of the RNA-sequencing data generated in this study, all data are available in the main text, the Supplementary Materials. The RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO) and are publicly available with accession number GSE193582. Published data sets used in this study are summarised in the Supplementary Materials. All other information is available from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

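RNA-seq libraries were made from pools of 10 to 15 GV oocytes of single females of 8 to 12 weeks. By the sample labels there were 5 Eed-wt, 5 Eed-het, 5 Eed-hom and 2 Eed-wt Cre libraries. The authors trimmed single-end reads, aligned them to GRCm38 with STAR, and counted uniquely mapped reads per gene on the annotated strand with featureCounts, discarding reads that map to several places. The deposited table holds these counts per Ensembl gene, not normalized. The paper's methods name a different trimming tool from the submitters' processing notes, which list Trimmomatic 0.39, STAR 2.5.3a, STAR 2.7.5c, featureCounts 1.5.2 and the genome build GRCm38. Counting by strand and discarding shared reads lowers genes with near-identical copies, such as Trim30d, Olfr654 and Xlr3c, whose values are uncertain.

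The table has 54146 genes, of which 99.876% had a symbol and 67 had no position in the GRCm38 annotation used. No column was without a sample. Reads assigned to genes ran from 9510021 to 13386680 per library. With 17 libraries, 15444 genes passed edgeR's filterByExpr by group. Counts were scaled by TMM and fitted with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood test in 1 model of the 4 groups over all 17 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. All p-values called adjusted for single genes are from edgeR unless limma or DESeq2 is named. Replicates are pools from different females. Levels are CPM on TMM-scaled totals, which are not corrected for transcript length and so give no order of transcript amounts between genes, and principal components were taken from log2 CPM with a prior count of 2. Standard errors of log2 fold changes were derived from the quasi-likelihood statistic. Eed levels between groups were compared by two-sided exact permutation tests, and shares of DEGs by two-sided Fisher's exact tests.

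Each comparison was made by the labels, as set before the data were examined, and in the paper's grouping. The paper's grouping was found by a rule set at the same time, that a median absolute difference from the log2 fold changes of Table S1 be under 0.05 and at most a small fraction of the others. It rests on the paper's table and not on the level of Eed. Comparisons were also made without the library labelled Eed-het replicate 2, where 15407 genes were tested.

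Named genes are those in the paper's results text, the 15 largest rises and 5 largest falls past the threshold between Eed-hom and Eed-het, the 5 and 5 in other comparisons, and for each list up to 4 members past the threshold with the largest change, or up to 2 of the highest level where none passed. From these, some were left out of the text for length. Plac1 and Lurap1l fall outside the rule and were chosen after their values were seen. Members of the paper's lists that were named by their calls also fall outside it. These are Gata4, Barx1, Barx2, Shox2, Flt1, Gadl1, Enc1, Lrig3, Tshz2 and Stx16. So do some genes named in the tests of flagged results, such as Tenm4 and Trim3. The rule and the lists were written from textbook knowledge and the paper's text when the values of Table S1 had been seen. Of 699 genes listed, 3 symbols were not matched. The lists cover PRC2 core and accessory subunits, PRC1 subunits named in the paper and other PRC1 subunits, de novo DNA methyltransferases, DNA methylation maintenance and removal, H3K27 and H3K4/H3K36 modifiers, bone genes and placental genes named in the paper, HOX genes, neural transcription factors, axon guidance, mesenchyme and limb, haematopoietic, extracellular matrix, muscle, signalling ligands, germline, pluripotency, stages from oocyte to early embryo, granulosa, theca and stroma, stress, interferon and X-inactivation genes. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and fry as alternatives.

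The fit was tested on simulated counts of the 15444 genes between Eed-hom and Eed-het, with groups by the labels. In it 100 genes, drawn at random from all levels, were changed by each factor. edgeR recovered 78% of genes changed by a factor of 2 and 96% of those changed by a factor of 4, with 10 of 184 calls false. DESeq2 recovered 76% and 96%, and limma voom with treat 73% and 96%. In a comparison with no changed gene 0 genes were called. Alternatives were other scalings, filters and tools (DESeq2 1.42.0, limma voom with treat at 0.1823, glmTreat), leaving out each library, the replicate number as a block, and counting each Eed-het library in turn as Eed-hom. Pairs of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 2.616 to 5.515. The list of classically imprinted genes held 324 genes here, so its members were counted and no set test was run. Positions are from the GENCODE annotation of GRCm38. Gene ontology and pathway analyses, chromatin data, immunofluorescence and embryos were not analysed here.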

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

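The tests of a single wrong label, of a swap, of a mixture and both tests of granulosa RNA were chosen after the result was seen, as were the tests of Zp3Cre and of linked sequence as the whole cause, while the splits of the libraries and the other tests of genes near Eed were set before. Among 81 groups of 4 to 10 libraries, 11 held a library far from the others, where chance gives 4.05.

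The library labelled Eed-het replicate 2 stood apart from the other Eed-het libraries, with Eed at 13.57 CPM against 103.1 to 127.5 and a score of 27.56 on the first principal component against -15.59 to -9.599. Its Eed level was 11.3% of the mean of the other Eed-het libraries and 0 libraries labelled Eed-hom had Eed above 59.84 CPM, so a swap of labels with an Eed-hom library is argued against. A mixture of Eed-het and Eed-hom oocytes is argued against by its 13.57 CPM, which lies below the lowest Eed-hom library (14.13). A single wrong label, that of oocytes of an Eed-hom female, is a candidate explanation and stays open, as found and tested on the same data. No biological explanation was tested, and the paper's immunofluorescence of H3K27me3, in which Eed-hom oocytes lost the mark, was on other oocytes and does not settle it.

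Of the 5 DEGs by the labels between Eed-wt Cre, with no floxed allele, and Eed-wt, with 2, Trim68 (log2 fold change 1.61, standard error 0.236, adjusted p = 0.00362 from edgeR), Trim30d (4.69, standard error 0.838, adjusted p = 0.0353) and Olfr654 (-2.76, standard error 0.429, adjusted p = 0.00615) lie within 20 Mb of Eed on chromosome 7, and Trim30d and Olfr654 have close paralogs. The odds ratio for this was 96.6 by the labels (95% interval 11 to 1130, Fisher's exact test, p = 3.58e-05), 38.6 in the paper's grouping (5.96 to 200) and 32.4 without the library labelled Eed-het replicate 2 (5.2 to 152). Mcee, another of the 5, also lies on chromosome 7, 25.6 Mb from Eed and outside the window. Trim68, Trim30d and Olfr654 lie close together, between 102677582 and 104590718. Neighbouring genes can be inherited as 1 segment, so counting these 3 genes as independent can overstate the odds ratio's certainty. Zp3Cre as the whole cause is argued against, since all 3 genes differed towards their Eed-wt level between Eed-hom, with Zp3Cre and 2 floxed alleles, and Eed-wt Cre in both groupings (edgeR p adjusted over these genes of 5.03e-05 to 0.0028), although the same 2 Eed-wt Cre libraries had picked these genes. A strain variant in 129-derived sequence linked to the floxed allele may account for them and stays open, as the paper states that the Eed line was backcrossed to C57BL6/J, which would leave such sequence mainly near Eed, and Trim30d in Eed-hom replicates 1 and 4 (3.51 and 3.39 CPM) stood above all Eed-wt libraries (0.0873 to 0.524). Of the 26 DEGs in that region between Eed-hom and Eed-het in the paper's grouping, 24 also differed, with the same sign, between Eed-hom and Eed-wt in both groupings (edgeR p adjusted over the 26). Both of these groups carry 2 floxed alleles. This argues against linked sequence as the whole cause of the 24 where both groups carry the same sequence. Trim30d in Eed-hom replicates 1 and 4 stood apart from Eed-wt, so genes near it may not meet that condition. The same Eed-hom libraries had also picked the 24 genes, which favours the same sign. For Tenm4 and Trim3, of which 0 differed with the opposite sign between Eed-het and Eed-wt, linked sequence cannot be told apart from the loss of Eed. A part of linked sequence in the 26 stays open, as 16 had the opposite sign in Eed-wt Cre against Eed-wt without passing edgeR's test there.

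Granulosa and cumulus markers Fshr, Has2, Ptgs2 and Runx2 were higher in Eed-hom than in Eed-het in the paper's grouping. RNA from granulosa or cumulus cells was tested first on the 5 markers of the highest level, of which 0 had a log2 fold change above 0.5. That test was set aside because those markers (Serpine2 164, Esr2 120, Nr5a2 65.4, Prkar2b 49.3 and Cyp19a1 24.2 CPM) are high in these oocytes and would hide a small share. A second test, chosen after the first was seen, used 17 markers of low level, with a median log2 fold change of 0.223 (-0.454 to 0.609 over 10000 resamples), which spans both 0 and the lowest of the higher markers (Runx2, 0.609). So granulosa RNA, which mechanical removal of cumulus cells would lower, and the loss of Eed, which the design gives as a biological explanation, cannot be told apart for these genes.

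Eed was 20.12 CPM in Eed-hom replicate 1, above the others of the paper's grouping (13.57 to 15.97). Mt1 was 1.309 CPM in Eed-wt replicate 4, where other Eed-wt libraries had 0.2552 to 0.3785. The mitochondrial share was 0.6901% in Eed-hom replicate 1 against 0.486% to 0.561% in the others. Ezh2 was 588.8 CPM in Eed-het replicate 5 against 563.2 to 567.4 in the other 3 of the paper's grouping. Suz12 was 912.2 CPM in Eed-wt replicate 1 against 799 to 827.4. Hoxd13 was 11.07 CPM in Eed-hom replicate 1 against 6.693 to 8.068. Prox1 was 1.446 CPM in Eed-wt replicate 5 against 0.5236 to 0.7571. Smoc1 was 0.1748 CPM in Eed-wt replicate 2 and 0 in the other Eed-wt libraries. In comparisons that the paper does not report, 5 genes changed between Eed-wt Cre and Eed-wt (60% higher, and 75% with library size only) and 1632 between Eed-hom and Eed-wt by the labels. Without single libraries the count between Eed-wt Cre and Eed-wt was 2 and 1 (without Eed-wt Cre replicates 1 and 2, leaving a single library that is assumed to vary like the others) and 3 (without Eed-wt replicate 1, 3, 4 or 5).

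In splits of the same libraries into groups of the same sizes, the real grouping gave the most DEGs of the 100 splits drawn from 126 in each of 3 comparisons by the labels (1 of 100 as large). Between Eed-hom and Eed-wt the real value in a fit of these libraries alone was 1678 and the highest other 4, which argues against chance there. Between Eed-het and Eed-wt they were 6 and 5, a margin of 1 gene with splits left undrawn, so this argues less firmly against chance. Between Eed-hom and Eed-het the real value was 403 and the highest other 355, in a split that puts 4 Eed-het libraries with 1 Eed-hom library, so that a structure around the library labelled Eed-het replicate 2 is present and the margin is small here too. In the paper's grouping 1 of 100 splits, drawn from 210, reached the real value of 1230, and the highest other gave 8. That grouping was found by its match to the paper's log2 fold changes, which come from these same libraries. Its splits therefore cannot exclude chance.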

How the results depend on the processing

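The alternatives tried in the paper's grouping, the 18 settings of voom and treat among them, were added after the data were seen; the other settings were set before the data were examined. No result that passed its test under a setting or its alternative changed direction between them; some that passed under neither did, such as Dnmt3a, Ezh1 and Gab1 between Eed-hom and Eed-het. RLE size factors, library size only and the stricter filter moved no total of changed genes and no list's count by the labels by over 1.5 times, but with library size only the lower genes went from 420 to 238 between Eed-hom and Eed-wt and from 2 to 1 between Eed-wt Cre and Eed-wt. Eed levels as CPM without TMM moved within their SD. The low counts of Ring1, 51 over the 17 libraries, left it below the filter and untested, and between Eed-hom and Eed-het edgeR called 78% of genes changed by a factor of 2 in simulated counts. The causes of the changes below were not tested.

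With no filter, by the labels, 814 genes changed between Eed-hom and Eed-het (688 higher, 126 lower), 10 H3K27me3-imprinted genes and 14 ESC Polycomb transcription factors were higher, 277 genes changed between Eed-het and Eed-wt and 110 between Eed-wt Cre and Eed-wt, and the first component held 16.84%. The 500 most variable genes gave 49.5%. DESeq2 called 44 genes between Eed-het and Eed-wt and 8 between Eed-wt Cre and Eed-wt. Limma voom with treat called 285 (282 higher, 3 lower) between Eed-hom and Eed-het, 3 between Eed-het and Eed-wt, 651 between Eed-hom and Eed-wt and 2 between Eed-wt Cre and Eed-wt, and with quality weights 5 were lower, 3 changed between Eed-het and Eed-wt, 702 between Eed-hom and Eed-wt and 2 between Eed-wt Cre and Eed-wt, with an X odds ratio of 1.737. edgeR's glmTreat called 213 (208 higher, 5 lower), with 154 genes of Table S1, 43 high-confidence genes, 3 H3K27me3-imprinted genes and 4 ESC transcription factors higher, and 813 between Eed-hom and Eed-wt. A fit of 2 groups gave 4 ESC transcription factors and 10 genes between Eed-wt Cre and Eed-wt. With a replicate block 87 genes changed between Eed-wt Cre and Eed-wt; same-numbered libraries did not deviate together (correlations -0.0555 to 0.0455, best with their own number for 2 of 15), so the numbers do not pair the libraries. Of the 26 lists tested by camera, 17 kept and 9 lost their side of the threshold with an estimated correlation, and by fry 22 kept it and 4 gained a call. Camera sets a list against the other genes and fry against no change, so a call by fry does not show a difference from other genes.

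Counted as Eed-hom in place of Eed-het, the libraries labelled Eed-het replicates 1, 3, 4 and 5 each gave 0 genes between Eed-hom and Eed-het by edgeR, 0 higher and 0 lower, and 0 in every list. At an unadjusted p under 0.05 these were 1639, 1403, 1508 and 1278, with 31, 2, 19 and 4 by DESeq2 and 0 by voom with treat. They gave 3, 2, 3 and 2 genes between Eed-het and Eed-wt, an Eed level in Eed-hom of 15.53%, 15.74%, 15.41% and 13.89% of Eed-wt, and 1040 (replicate 3) and 981 (replicate 5) genes between Eed-hom and Eed-wt. The paper's grouping, with replicate 2, gave 1155 (960 higher, 195 lower), 10 H3K27me3-imprinted, 20 classically imprinted and 18 ESC genes and an X odds ratio of 1.554. There, library size only gave 110 lower genes, no filter 134 genes between Eed-het and Eed-wt and an X odds ratio of 1.255 that did not pass, DESeq2 15 genes between Eed-het and Eed-wt, glmTreat 685 (25 lower) and 982 between Eed-hom and Eed-wt, and the fit of 2 groups 11 between Eed-het and Eed-wt. Voom and treat at a minimum of log2(1.5) gave 169, 164, 184 and 169 in place of 545.

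Without single libraries, by the labels, the genes changed between Eed-hom and Eed-het went from 193 (without Eed-het replicate 5) to 1079 (without Eed-het replicate 2), with 258, 211 and 232 without Eed-het replicates 1, 3 and 4, and 308 and 287 without Eed-hom replicates 2 and 5. Higher genes went from 177 to 905, lower genes from 16 to 174, Table S1 genes from 120 to 343, high-confidence genes from 33 to 99, human H3K27me3 genes from 55 to 132, H3K27me3-imprinted genes from 2 to 10, classically imprinted genes from 7 to 21 and ESC genes from 2 to 16. Genes between Eed-het and Eed-wt went from 4 to 12, between Eed-hom and Eed-wt from 1264 to 1496, and between Eed-wt Cre and Eed-wt from 1 to 6. The X odds ratio went from 1.053 to 1.629 and passed the test only without Eed-het replicate 2 (1.512). Eed was 41.2% to 54.05% of Eed-wt in Eed-het and 6.926% to 7.602% in Eed-hom, and the first component held 27.15% to 30.33%. In the paper's grouping the ranges were 896 to 1104, 745 to 905 higher and 131 to 200 lower, 340 to 343, 98 to 99, 131 to 132, 9 to 10, 17 to 21 and 14 to 19 for the same lists, 6 to 9 between Eed-het and Eed-wt, 1781 to 2037 between Eed-hom and Eed-wt, and an X odds ratio of 1.512 to 1.692.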

Differences from the paper's values

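The paper gives 6 genes as lower in Eed-hom than in Eed-het, where edgeR gave 54 by the labels and 195 in the paper's grouping. The paper required a minimum fold change and edgeR here did not. Of the alternatives set before the data were examined, voom quality weights with treat (5) and glmTreat (5), both by the labels, fall within the bounds. All 24 others do not (0 to 195). In the paper's grouping, the one the paper's 6 come from, voom quality weights with treat gave 21 lower genes, and glmTreat also gave more than 6. The 24 count the paper's grouping under both of its names, as Eed-het replicate 2 counted as Eed-hom is the same fit.

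The paper gives 2 genes other than Eed as changed between Eed-het and Eed-wt, from 4 Eed-het libraries. By edgeR 6 changed in the paper's grouping, with 4 Eed-het libraries, and 7 by the labels, with 5, among them the library labelled Eed-het replicate 2 with Eed at 13.57 CPM. By the labels, voom with treat (3) and voom quality weights with treat (3) fall within the bounds. So does counting the libraries labelled Eed-het replicates 1 (3), 3 (2), 4 (3) or 5 (2) as Eed-hom. The 20 others do not, among them no filter (276), DESeq2 (44) and glmTreat (5), each by the labels. Here too the 20 count the paper's grouping under both of its names.

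For Eed between Eed-hom and Eed-het the paper's table gives a log2 fold change of -2.93, where -2.598 (standard error 0.318) was found by the labels. The values fall within the error under DESeq2 (-2.601, standard error 0.394), a fit of 2 groups (-2.599, standard error 0.369), without Eed-het replicate 2 (-2.88), without Eed-hom replicates 1, 2, 3 or 5 (-2.685, -2.591, -2.591 and -2.578) and with the library labelled Eed-het replicate 2 counted as Eed-hom (-2.917), which is the paper's grouping; 17 others do not (to -1.374).

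The paper states more than 25 M reads per library, and the median here is 11.5 M counts in genes; reads collected and reads assigned to genes are not the same quantity, and no alternative bears on it.

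In the paper's grouping edgeR called 1155 genes in all (960 higher), where the paper gives 349 (343 higher). Limma voom and treat at the minimum fold change in the paper's methods gave 545 (530 higher, 15 lower) and called 347 of the paper's 349. Of 18 settings of voom and treat tried after seeing the values, 0 gave 349 (164 to 677). The closest were 389 (which drops 37 of the paper's genes), 412 (34) and 414 (28). The setting with 389, a minimum of log2(1.2) with Eed-wt Cre counted as Eed-wt, also gave 6 lower genes, the paper's count, and was chosen after seeing the values. Quality weights at the stated minimum (582 genes) and a minimum of log2(1.1) over all 17 libraries (622, and 677 with quality weights), also chosen after seeing the values, called all 349 of the paper's genes. Between Eed-het and Eed-wt the stated voom and treat called 3 genes in the paper's grouping, 2 of them other than Eed, which is the paper's count. None is presented as the paper's method.

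The paper states that Smoc1 was not among its DEGs. It passed in the paper's grouping by edgeR (log2 fold change 3.54, adjusted p = 0.00102) and by voom with treat (3.417, standard error 0.72, adjusted p = 0.00442 from limma), and did not pass by the labels by edgeR (adjusted p = 0.108), where it passed with no filter (adjusted p = 0.00327) and by voom quality weights with treat (adjusted p = 0.0221 from limma). The paper states that the other PRC2 genes did not differ, and Ezh2 passed the edgeR test in the paper's grouping (log2 fold change -0.14, adjusted p = 0.0184) and neither by the labels nor by voom with treat (adjusted p = 1 from limma). Sox5 and Sox6 are named by the paper and are not in Table S1; both passed by edgeR in the paper's grouping and neither by the labels, and by voom with treat Sox5 passed (adjusted p = 0.0323 from limma) and Sox6 did not (adjusted p = 0.226). The paper states no substantial bias of DEGs to the X chromosome, where the odds ratio was 1.55 in the paper's grouping, and did not pass with no filter there (1.255, Fisher's exact test, p = 0.103) or by the labels (1.40). The paper gives 8 ESC Polycomb transcription factors, 5 H3K27me3-imprinted genes and 10 classically imprinted genes among its DEGs, where edgeR, with no minimum fold change, had 18, 10 and 20 higher in the paper's grouping and 9, 6 and 11 by the labels. From its overlap the paper states that the DEGs were not typical Polycomb targets of ESCs, where the odds ratio for these factors to be higher was 5.30 in the paper's grouping and 5.20 by the labels. These odds ratios cover tested genes only. The filter passes genes expressed only in Eed-hom, which can raise them, so they do not decide the paper's statement.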

Other observations

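Among lists that belong to no claim, 6 of 27 measured meiotic prophase and germline genes rose in Eed-hom against Eed-het in the paper's grouping and 0 fell (8 rose adjusted over the list alone), and 1 rose by the labels. They included Tdrd6, a gene of germ granules (log2 fold change 1.4954, standard error 0.306, adjusted p = 0.0016 from edgeR), and Sycp3, of the synaptonemal complex (0.62, standard error 0.096, adjusted p = 5.34e-05), neither of which passed by the labels. As a list they did not stand apart (camera adjusted p = 0.0805; by the labels 0.316). Of 15 pluripotency genes 2 rose and 1 fell in both groupings (camera adjusted p = 0.114; by the labels 0.15), with Zscan10 at 1.37 (standard error 0.232, adjusted p = 0.000182; by the labels 1.1031, adjusted p = 0.0141) and Dppa2 lower. Of 33 oocyte and maternal-effect genes 0 rose and 1 fell in the paper's grouping, and 0 changed by the labels by edgeR, with 5 at an unadjusted p under 0.05 and 0 by DESeq2 or voom with treat. The list stood lower by camera (adjusted p = 2.52e-05, and adjusted p = 0.00763 with an estimated correlation; by the labels 7.9e-05 and 0.0556) with a median log2 fold change of -0.0558, and Gdf9, an oocyte growth factor, stood at 2794 CPM in Eed-hom and 2841 in Eed-het.

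Of 12 other PRC1 subunits 3 rose in the paper's grouping and 1 by the labels (camera adjusted p = 0.124; by the labels 0.242), among them Phc3 (0.50, standard error 0.0722, adjusted p = 2.27e-05 from edgeR; by the labels 0.35, adjusted p = 0.0451). Of 7 PRC2 accessory subunits 1 rose in both, Epop (2.95, standard error 0.56, adjusted p = 0.00072; by the labels 1.93, adjusted p = 0.0472; camera adjusted p = 0.201 and 0.429). PRC2 core genes stood lower as a list, which Eed leads (camera adjusted p = 9.69e-06; by the labels 0.00771, and 0.0556 with an estimated correlation). PRC1 subunits named in the paper and de novo methyltransferases had an adjusted p of 0.551 each (by the labels 0.411 and 0.906). The bone genes, which the study chose, stood higher (2.1e-16; by the labels 2.71e-14, and with an estimated correlation 0.000129 and 0.0198). Placental genes had 0.042 (adjusted p = 0.134 with an estimated correlation; by the labels 0.15). Of 7 genes of DNA methylation maintenance and removal 1 rose in the paper's grouping, Tet1 (0.66, standard error 0.126, adjusted p = 0.000809), which did not pass by the labels (0.50, adjusted p = 0.0634; list 0.458 and 0.316). Of 14 H3K27 and H3K4/H3K36 modifiers 1 rose in both (0.861 and 0.906).

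Of 13 interferon-inducible genes 1 rose in both groupings (camera adjusted p = 0.216; by the labels 0.0983), and of 4 X-inactivation genes 0 rose and 1, Atrx, fell in both (0.111; by the labels 0.15). Of 20 stress and immediate-early genes 1 rose in the paper's grouping, Pmaip1, and 0 by the labels by edgeR (6 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by voom with treat; camera 0.176 and 0.0983). Of 6 genes of the early embryo's stage of 2 cells 0 changed in either grouping by edgeR, with 1 at an unadjusted p under 0.05 in the paper's grouping and 0 by the labels, and 0 by DESeq2 and voom with treat (camera 0.0983; by the labels 0.0362, and 0.0687 with an estimated correlation). Of 7 markers of theca, stroma, endothelium and blood 0 changed in either, with 0 at an unadjusted p under 0.05 and 0 by DESeq2 and voom with treat (camera 0.317 and 0.383).

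Mt1 stood at 69.9 to 113.8 CPM in the 12 libraries with Zp3Cre and at 0.255 to 1.31 CPM in the 5 Eed-wt libraries. Between Eed-wt Cre and Eed-wt its log2 fold change was 7.66 (standard error 0.215, adjusted p = 3.3e-18 from edgeR). Exoc4 had one of -0.29 there (adjusted p = 0.601), with the 2 Eed-wt Cre libraries far apart at 44.2 and 63.9 CPM.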
